# The pathway intermediate 2‐keto‐3‐deoxy‐L‐galactonate mediates the induction of genes involved in D‐galacturonic acid utilization in *Aspergillus niger*

**DOI:** 10.1002/1873-3468.12654

**Published:** 2017-05-06

**Authors:** Ebru Alazi, Claire Khosravi, Tim G. Homan, Saskia du Pré, Mark Arentshorst, Marcos Di Falco, Thi T. M. Pham, Mao Peng, Maria Victoria Aguilar‐Pontes, Jaap Visser, Adrian Tsang, Ronald P. de Vries, Arthur F. J. Ram

**Keywords:** d‐galacturonic acid catabolism, gene regulation, pectinase

## Abstract

In *Aspergillus niger*, the enzymes encoded by *gaaA*,* gaaB*, and *gaaC* catabolize d‐galacturonic acid (GA) consecutively into l‐galactonate, 2‐keto‐3‐deoxy‐l‐galactonate, pyruvate, and l‐glyceraldehyde, while GaaD converts l‐glyceraldehyde to glycerol. Deletion of *gaaB* or *gaaC* results in severely impaired growth on GA and accumulation of l‐galactonate and 2‐keto‐3‐deoxy‐l‐galactonate, respectively. Expression levels of GA‐responsive genes are specifically elevated in the *∆gaaC* mutant on GA as compared to the reference strain and other GA catabolic pathway deletion mutants. This indicates that 2‐keto‐3‐deoxy‐l‐galactonate is the inducer of genes required for GA utilization.

## Abbreviations

**AP**, apple pectin

**CM**, complete medium

**GA**, d‐galacturonic acid

**MM**, minimal medium

**NMR**, Nuclear Magnetic Resonance Spectroscopy

**PGA**, polygalacturonic acid

**RG‐I**, rhamnogalacturonan I

**α‐IPM**, α‐isopropylmalate

Pectins are heterogeneous plant cell wall polysaccharides rich in d‐galacturonic acid (GA). They represent a natural carbon source for many saprotrophic fungi including *Aspergillus niger* 1, 2. The *A. niger* genome contains 58 genes encoding pectin‐degrading enzymes 2, 3. GA, the most abundant uronic acid in pectin, is transported by *A. niger* into the cell *via* the transporter GatA 4 and then catabolized into pyruvate and glycerol by consecutive action of four enzymes: GaaA, d‐galacturonate reductase; GaaB, l‐galactonate dehydratase; GaaC, 2‐keto‐3‐deoxy‐l‐galactonate aldolase; and GaaD, l‐glyceraldehyde reductase 5, 6, 7, 8 (Fig. 1A). This four‐step GA catabolic pathway is evolutionarily conserved in Pezizomycotina fungi 5, and has been studied in detail in *Botrytis cinerea* 9 and *Trichoderma reesei* 10, 11, 12, 13. In *B. cinerea,* the first enzymatic step is catalyzed by two functionally redundant enzymes, BcGar1 and the *A. niger* GaaA ortholog BcGar2 9. In *T. reesei*, GA is converted into l‐galactonate by TrGar1 10. In addition, GaaA and GaaD (LarA) of *A. niger* have been shown to be involved in d‐glucuronate and l‐arabinose catabolism, respectively 14, 15.

**Figure 1:**
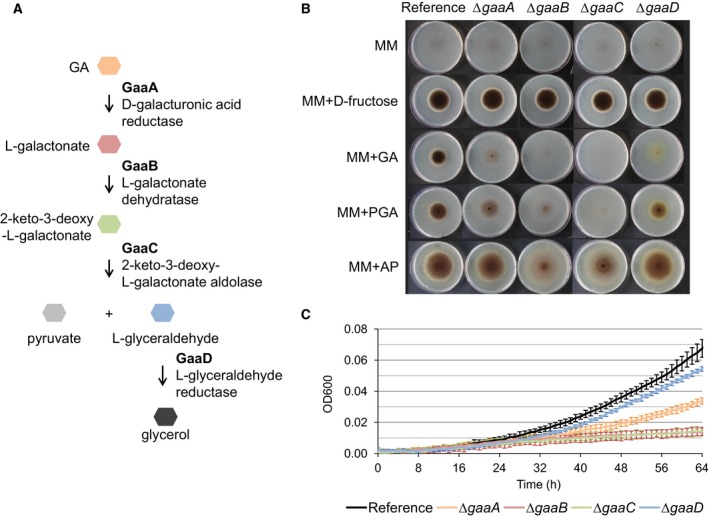
(A) The evolutionarily conserved GA catabolic pathway in filamentous fungi as proposed by Martens‐Uzunova and Schaap 5. GA is converted in pyruvate and glycerol by consecutive action of GaaA, GaaB, GaaC, and GaaD enzymes. Growth profile of the reference strain (MA249.1) and GA catabolic pathway deletion mutants *∆gaaA*,* ∆gaaB*,* ∆gaaC, and ∆gaaD* (B) on solid MM without any carbon source, or with 50 mm monomeric or 1% polymeric carbon sources after 7 days at 30 °C, and (C) in microtiter plate in liquid medium with 50 mm GA at 30 °C. Error bars represent standard deviation of six biological replicates.

Degradation of plant cell wall polysaccharides and subsequent transport and catabolism of released sugars are tightly controlled 16. Genes required for pectin degradation, GA transport, and GA catabolism are subject to carbon catabolite repression *via* CreA 17, 18. They are specifically induced in the presence of GA 5, 17 and are regulated by the GaaR/GaaX activator‐repressor module 19, 20. The conserved Zn(II)2Cys6 transcription factor GaaR is required for growth on GA and for the activation of the GA‐responsive genes in both *B. cinerea* and *A. niger* 19, 21.

The mechanism of activation of transcription factors can be diverse, and possibly requires so‐called inducer molecules. These inducer molecules are often metabolites related to the substrate 22. Only a few examples of activation of a transcription factor *via* an inducer have been elucidated in fungi. Probably the best studied example is the Zn(II)2Cys6 transcription factor Gal4p that regulates galactose utilization in *Saccharomyces cerevisiae*. Gal4p is repressed under noninducing conditions because the transcriptional activation domain of Gal4p is bound to the corepressor Gal80p. In the presence of galactose and ATP (inducing conditions), the sensor protein Gal3p binds to the Gal4p/Gal80p complex leading to dissociation of Gal4p and subsequent Gal4p‐dependent transcription 23, 24, 25, 26, 27. In the regulation of leucine biosynthesis, the Zn(II)2Cys6 transcription factor Leu3p interacts directly with a metabolic intermediate. The middle domain of the Leu3p protein masks the C‐terminal activation domain by an intramolecular interaction in the absence of α‐isopropylmalate (α‐IPM), a metabolic intermediate of the leucine biosynthesis pathway. In the presence of α‐IPM, which accumulates during leucine starvation, this self‐masking is prevented, resulting in active Leu3p and activation of leucine biosynthesis genes 28, 29, 30. The Gal4p and Leu3p transcription factors localize to the nucleus regardless of the presence or absence of inducer molecules 31, 32. On the other hand, the transcriptional activator AmyR, involved in starch degradation in *Aspergillus nidulans* and *Aspergillus oryzae*, is translocated from the cytoplasm to the nucleus only in the presence of its inducer isomaltose 33, 34, 35.

In *A. niger*, GA or a derivative of GA was suggested to act as an inducer required for the activation of GA‐responsive genes 17. In *B. cinerea*, BcGaaR was shown to translocate from the cytoplasm to the nucleus in response to such an inducer 21. Previous studies of *A. niger* and *B. cinerea* mutants disrupted in GA catabolic pathway did not unambiguously identify a specific inducer 6, 7, 8, 9. In this study, we constructed GA catabolic pathway deletion mutants *(∆gaaA*,* ∆gaaB*,* ∆gaaC*, and *∆gaaD*) to gain insight into regulation of GA‐responsive genes in *A. niger*. Comparative analysis of these mutants indicates that 2‐keto‐3‐deoxy‐l‐galactonate acts as the physiological inducer of the GA‐responsive genes.

## Materials and methods

### Strains, media and growth conditions

All strains used in this study are listed in Table S1. MA249.1 was obtained by transformation of N593.20 (*cspA1, pyrG* ^*‐*^ *, kusA::amdS*) 19 with a 3.8‐kb *Xba*I fragment containing the *A. niger pyrG* gene, resulting in the full restoration of the *pyrG* locus.

Media were prepared as described previously 36. Radial growth phenotype analyses were performed with minimal medium (MM) (pH 5.8) containing 1.5% (w/v) agar (Scharlau, Barcelona, Spain) and various carbon sources: 50 mm glucose (VWR International, Amsterdam, the Netherlands), d‐fructose (Sigma‐Aldrich, Zwijndrecht, the Netherlands), GA (Chemodex, St Gallen, Switzerland), l‐rhamnose (Fluka, Zwijndrecht, the Netherlands), l‐arabinose (Sigma‐Aldrich) or glycerol (Glycerol 87%; BioChemica AppliChem, Darmstadt, Germany), or 1% (w/v) polygalacturonic acid (PGA) (Sigma), apple pectin (AP) (Sigma‐Aldrich), or galactan (Acros Organics, Geel, Belgium). Filter sterilized d‐fructose or GA solution was added after autoclaving MM with agar. Other carbon sources were autoclaved together with the medium. The plates were inoculated with 5 μL 0.9% NaCl containing 10^4^ freshly harvested spores and cultivated at 30 °C for 7 days. For microtiter plate growth phenotype analysis, wells in a 96‐well, flat bottom plate (Sarstedt AG & Co., Nümbrecht, Germany) were filled with 180 μL MM (pH 5.8) containing 55 mm GA as the sole carbon source, and 20 μL freshly harvested spores (7.5 × 10^5^ spores·mL^−1^). The plate was incubated with lids in EnSpire Multimode Plate Reader (PerkinElmer, Waltham, MA, USA) at 30 °C. Lid temperature was set to 32 °C to prevent condensation on the lid. Optical density at 600 nm was measured every hour. The average OD from the GA‐containing control wells was subtracted from the OD of the test wells and negative values were corrected as zero.

For gene expression and metabolic analyses, 10^8^ freshly harvested spores were inoculated and grown in 100 mL complete medium (CM) (pH 5.8) with 2% (w/v) d‐fructose for 16 h, and mycelia were harvested by filtration through sterile myracloth. For northern blot and metabolic analyses, pregrown mycelia were washed twice with MM with no carbon source (pH 4.5) and 1.5 g (wet weight) mycelia were transferred and incubated in 50 mL MM (pH 4.5) with 50 mm d‐fructose or 50 mm GA for 2 h. For metabolic analysis, 1.5 g (wet weight) mycelia were transferred and incubated in 50 mL MM (pH 4.5) with 50 mm GA for 55 h. Additionally, 30 g (wet weight) mycelia of SDP20.6 (Δ*gaaC*) were transferred and incubated in 1 L MM (pH 4.5) with 50 mm GA for 55 h. For RNA‐seq analysis, pregrown mycelia were washed with MM with no carbon source (pH 6) and 2.5 g (wet weight) were transferred to 50 mL MM (pH 6) with 25 mm GA and grown for 2 h. All incubations were carried out in a rotary shaker at 30 °C and 250 r.p.m.

### Construction of gene deletion strains

Protoplast‐mediated transformation of *A. niger*, purification of the transformants and genomic DNA extraction were performed as described 36.

To construct the deletion cassettes, 5′ and 3′ flanks of the *gaaA*,* gaaB*,* gaaC*, and *gaaD* genes were PCR‐amplified using the primer pairs listed in Table S2 with N402 genomic DNA as template. For all cloning experiments *Escherichia coli* strain DH5α was used. To create SDP22.1 (Δ*gaaA*), SDP21.5 (Δ*gaaB*), and SDP20.6 (Δ*gaaC*), gene deletion cassettes were made using MultiSite Gateway Three‐fragment Vector Construction Kit (Invitrogen, Carlsbad, CA, USA) according to the supplier's instructions. *Aspergillus oryzae pyrG* gene flanked by AttB1 and AttB2 sites was amplified by PCR using the primer pair listed in Table S2 and plasmid pMA172 37 as template. *gaaA*,* gaaB*, and *gaaC* deletion cassettes containing 5′ and 3′ flanks of the target genes with *A. oryzae pyrG* gene in between were obtained by restriction digestion. To create EA1.1 (Δ*gaaD*), 5′ flank of *gaaD* was ligated into pJET1.2/blunt cloning vector (Thermo Fisher Scientific, Carlsbad, CA, USA) and amplified in *E. coli*. Following plasmid isolation, the 5′ flank was excised using restriction enzymes *Kpn*I and *Xho*I, ligated into *Kpn*I‐*Xho*I opened pBluescript II SK(+) (Agilent Technologies, La Jolla, CA, USA) and amplified in *E. coli*. *Aspergillus oryzae pyrG* gene was obtained from plasmid pMA172 37 by restriction digestion with *Hind*III and *Xho*I. Isolated pBluescript II SK(+) plasmid containing the 5′ flank was opened with restriction enzymes *Xho*I and *Not*I, and the *A. oryzae pyrG* gene as *Xho*I‐*Not*I fragment and *Hind*III‐*Not*I fragment of the *gaaD* 3′ flank were ligated into the plasmid. Ligation product was amplified in *E. coli* and the linear deletion cassette was obtained by PCR amplification from the plasmid using primers gaaDP1‐*Kpn*I and gaaDP4‐NotI. Deletion cassettes were introduced into the *pyrG* ^*−*^ strain N593.20. Gene deletions were confirmed *via* southern blot analysis.

### Gene expression analysis

Northern blot and RNA‐seq analyses were performed as described 19 with minor modifications: For northern blot analysis, total RNA was extracted using TRIzol reagent (Life Technologies, Carlsbad, CA, USA). Probes were PCR‐amplified using the N402 genomic DNA and the primer pairs listed in Table S2.

### Chemical analysis

One milliliter culture samples were taken 7, 24, 31, 48, and 55 h after the transfer of mycelia to MM with GA. About 250 μL of each culture sample was centrifuged at 16 000 ***g*** for 30 min and the supernatant was transferred to a new microfuge tube. After adding 1× volume of cold methanol (−20 °C), the sample was incubated on ice for 15 min and centrifuged at 16 000 ***g*** for 30 min. The supernatant was collected in a new microfuge tube and 1× volume of 0.1% formic acid was added. Metabolites in the extracellular culture fluids were analyzed by high pressure liquid chromatography–high‐resolution mass spectrometry. Aliquots were loaded, using a Series 200 micropump (PerkinElmer), onto a reversed‐phase Eclipse C18 2.1 × 150 mm column (Agilent, Santa Clara, CA, USA) connected in‐line to a 7 Tesla LTQ‐FT‐ICR mass spectrometer (Thermo Electron Corporation, San Jose, CA, USA) and negative mode electrospray ionization spectra were acquired at a resolution of 100 000 at 200 *m*/*z*. Absolute GA concentration was calculated using a standard dilution calibration curve of commercially obtained GA (Chemodex). Standards for l‐galactonate and 2‐keto‐3‐deoxy‐l‐galactonate were not available, therefore, these metabolites were assigned based on accurate mass alone (matched within a 5 p.p.m. *m*/*z* window) and relative amounts in terms of extracted ion chromatograms peak areas were compared. One liter culture of SDP20.6 (Δ*gaaC*) was filtered through sterile myracloth 55 h after the transfer of mycelia to MM with GA, and the filtrate was stored at −80 °C. After freeze‐drying, dry materials from SDP20.6 (*ΔgaaC*) extracellular culture fluid were dissolved in D_2_O (Sigma Aldrich) for structural investigation by Nuclear Magnetic Resonance Spectroscopy (NMR). Spectra were recorded with a Varian VNMRS‐500 MHz at 25 °C. The presence of 2‐keto‐3‐deoxy‐l‐galactonate was confirmed by ^1^H‐NMR and ^13^C‐NMR.

### Bioinformatics

RNA‐seq data were analyzed as described previously 19. Differential expression was identified by Student's *t*‐test with a *P*‐value cut‐off of 0.05. RNA‐seq data for FP‐1132.1 (reference strain) and SDP20.6 (*ΔgaaC*) were submitted to Gene Expression Omnibus 38 with accession numbers GSE80227 19 and GSE95776 (this study), respectively.

## Results

### Growth analysis of d‐galacturonic acid catabolic pathway deletion mutants

*Aspergillus niger* GA catabolic pathway deletion mutants, *∆gaaA*,* ∆gaaB*,* ∆gaaC*,* and ∆gaaD*, were constructed and were verified by southern blot analysis (Fig. S1). We compared the growth phenotype of the strains on monomeric and polymeric carbon sources (Fig. 1, Fig. S2). Disruption of *gaaA* and *gaaD* resulted in reduced growth and sporulation on plates containing GA or PGA as carbon source. However, both mutants showed better growth on plates containing MM with GA compared to plates containing MM with no carbon source, indicating that they can still metabolize GA. The *∆gaaB* and *∆gaaC* mutants showed a more drastically reduced growth on plates containing GA, PGA, or AP (Fig. 1B). The growth defects of the GA catabolic pathway deletion mutants on GA plates were confirmed in microtiter plate‐based growth assays (Fig. 1C, Fig. S2A). None of the GA catabolic pathway deletion mutants exhibited defects in growth on other carbon sources tested, except that the deletion of *gaaD*, also known as the l‐arabinose reductase gene *larA*, resulted in a poor growth on l‐arabinose (Fig. S2B), confirming previous observations 15. The inability of *∆gaaB* or *∆gaaC* to use GA as a carbon source suggests that there are no functionally redundant enzymes capable of replacing GaaB and GaaC.

### *∆gaaB* and *∆gaaC* accumulate the d‐galacturonic acid catabolic pathway intermediates l‐galactonate and 2‐keto‐3‐deoxy‐l‐galactonate, respectively

Since the roles of GaaB and GaaC in GA catabolism cannot be replaced by redundant enzymes, we expect the accumulation in the medium of the corresponding enzyme substrate in *∆gaaB* and *∆gaaC*, as shown previously 7, 8. The extracellular GA concentration and the extracellular metabolites were examined by FT‐ICR mass spectrometry over time during growth in GA. This analysis revealed that the reference strain utilized all GA in the medium within 48 h of growth, whereas in the GA catabolic pathway deletion mutants GA was still present in the medium after 55 h of growth (Fig. 2A). In *∆gaaA* and *∆gaaD*, the concentration of GA gradually decreased to approximately 45% of the initial GA concentration in the medium, which reflects the slow catabolism of GA in these mutants. *∆gaaB* consumed about 35% of the initial GA in 55 h and secreted l‐galactonate. The time course consumption of GA by *∆gaaB* was proportional to its release of l‐galactonate (Fig. 2A). The *∆gaaC* mutant took up about 78% of the initial GA in 55 h, and extracellular 2‐keto‐3‐deoxy‐l‐galaconate accumulated in the medium of the *∆gaaC* mutant over time (Fig. 2A). The presence of 2‐keto‐3‐deoxy‐l‐galactonate in the extracellular culture fluid of the *∆gaaC* mutant was confirmed by structural resolution by ^1^H‐NMR and ^13^C‐NMR (Fig. S3).

**Figure 2:**
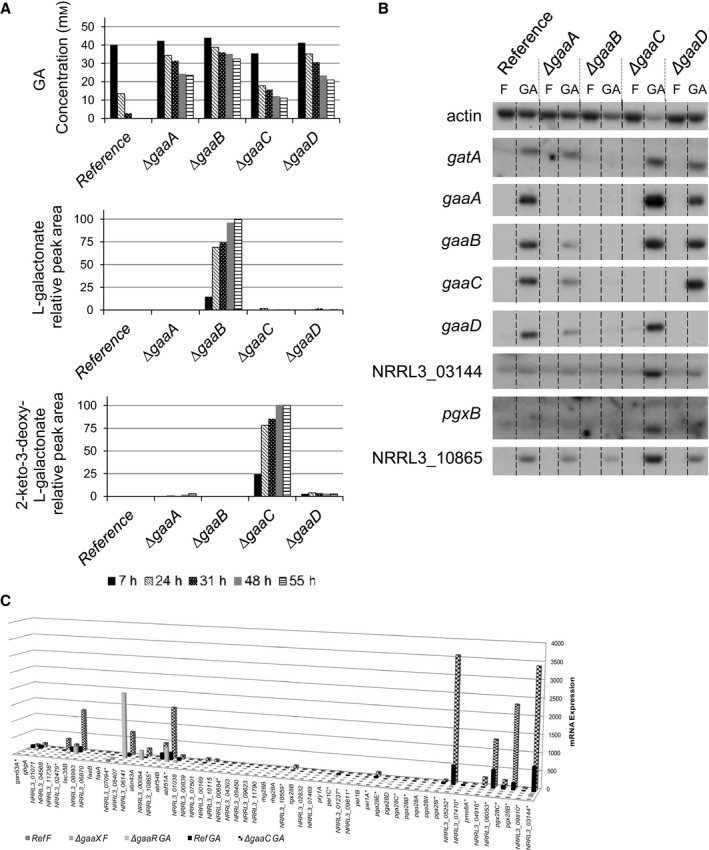
Metabolic and gene expression analyses of *Aspergillus niger* GA catabolic pathway deletion mutants *∆gaaA*,* ∆gaaB*,* ∆gaaC, and ∆gaaD* (A) Extracellular GA, l‐galactonate, and 2‐keto‐3‐deoxy‐l‐galactonate concentration in cultures of the reference strain (FP‐1132.1) and GA catabolic pathway deletion mutants. GA concentration is given in mm and l‐galactonate and 2‐keto‐3‐deoxy‐l‐galactonate amounts are presented as ion chromatogram peak areas relative to *∆gaaB* 55 h and *∆gaaC* 55 h samples, respectively. (B) Northern blot analysis of selected GA‐responsive genes in the reference strain (MA249.1) and GA catabolic pathway deletion mutants. Actin (NRRL3_03617) was used as a control. (C) RNA‐seq analysis of pectinase genes in the reference strain (FP‐1132.1) and *∆gaaC* in GA (FPKM). Expression in *∆gaaR* in GA (FPKM) 19 and in the reference strain (MA234.1) and *∆gaaX* in d‐fructose (TPM) 20 was shown for comparison. Pectinase genes that belong to the GaaR/GaaX panregulon 20 are indicated with an asterisk. Strains were pregrown in CM with 2% d‐fructose. For metabolic analysis, mycelia were transferred to and grown in MM containing 50 mm GA. For northern blot analysis, mycelia were transferred to and grown in MM containing 50 mm d‐fructose (F) or GA for 2 h. For RNA‐seq analysis, mycelia were transferred to and grown in MM containing 25 mm GA for 2 h.

### Expression of d‐galacturonic acid‐responsive genes is increased in *∆gaaC*

Genes involved in the degradation of the pectic substructures PGA (e.g., NRRL3_03144 exo‐polygalacturonase and *pgx28B*) and rhamnogalacturonan I (RG‐I) (e.g., NRRL3_10865 alpha‐*N*‐arabinofuranosidase), GA transport (*gatA*), and GA catabolism (*gaaA‐D*) have been shown to be induced in the presence of GA 5, 18 and are part of the proposed GaaR/GaaX‐controlled gene regulon 20. To test the effect of the GA catabolic pathway gene deletions on the induction of GA‐responsive genes, northern blot analysis was performed. The reference and *∆gaaA*,* ∆gaaB*,* ∆gaaC* and *∆gaaD* strains were pregrown in d‐fructose medium and transferred to either GA or d‐fructose medium. Rapid induction of *gatA*,* gaaA*,* gaaB*,* gaaC*,* gaaD*, and NRRL3_10865 was observed in the reference strain upon transfer from d‐fructose to GA as expected (Fig. 2B). Induction of these genes upon transfer to GA was also found in *∆gaaA*, but at lower levels compared to the reference strain. The induction of GA‐responsive genes was nearly absent in *∆gaaB*. As shown in Fig. 2B, deletion of *gaaC* resulted in a hyperinduction of GA‐responsive genes, especially pectinases (NRRL3_03144, *pgx28B*, and NRRL3_10865). Expression of *gatA*,* gaaA*,* gaaB*,* gaaC*, and the pectinases in *∆gaaD* was similar to the expression in the reference strain (Fig. 2B).

### Transcriptome analysis of *ΔgaaC*

In order to analyze the expression of a larger number of genes controlled by GaaR/GaaX activator–repressor module in *∆gaaC*, a genome‐wide gene expression analysis was performed using RNA‐seq. 

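RNA of the *∆gaaC* strain was sequenced from 2 replicate cultures. Mycelium was pregrown for 16 h in medium with 2% d-fructose, and 2.5 g was transferred to 50 mL of minimal medium with 25 mM GA at pH 6, where it was kept for 2 h at 30 °C and 250 rpm. For each culture the authors deposited the estimated count and the FPKM of every gene with a count above 0, in the gene-level layout of the RSEM program, on the NRRL3 gene models of *A. niger*. FPKM divides the count of fragments by gene length and by sequencing depth, so that genes and cultures can be set side by side. The estimated counts summed to 4190098 over 10490 genes in replicate 1 and to 4365998 over 10454 genes in replicate 2. A gene missing from one culture was given 0 FPKM there, which applied to 306 genes in replicate 1 and 342 genes in replicate 2.

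The log2(FPKM + 1) values of the duplicates had a Pearson correlation of 0.976 and a Spearman correlation of 0.974 across 10796 genes, which are not independent replicates. Over the 8974 genes with at least 1 FPKM in both cultures, the log2 ratio between the duplicates had an SD of 0.574, a factor of 1.49. Among genes with at least 10 FPKM in both, this SD was 0.432. The cultures differed by more than the sampling of reads, with 3439 of 9336 genes past a Benjamini-Hochberg adjusted level of 0.05 in exact binomial tests of their counts.

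The values of the reference strain FP-1132.1 were not in the files analysed here. Each fold change (FC) therefore divides the mean FPKM of the *∆gaaC* duplicates by the reference FPKM printed in the paper's tables, without a pseudocount. It carries the spread of the *∆gaaC* duplicates only. The paper took the reference values from an earlier study, so an effect of study cannot be told apart from that of the deletion. P-values are those of the paper. With 2 cultures against 2, an exact permutation test cannot go below p = 0.333.

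**Figure D1:**
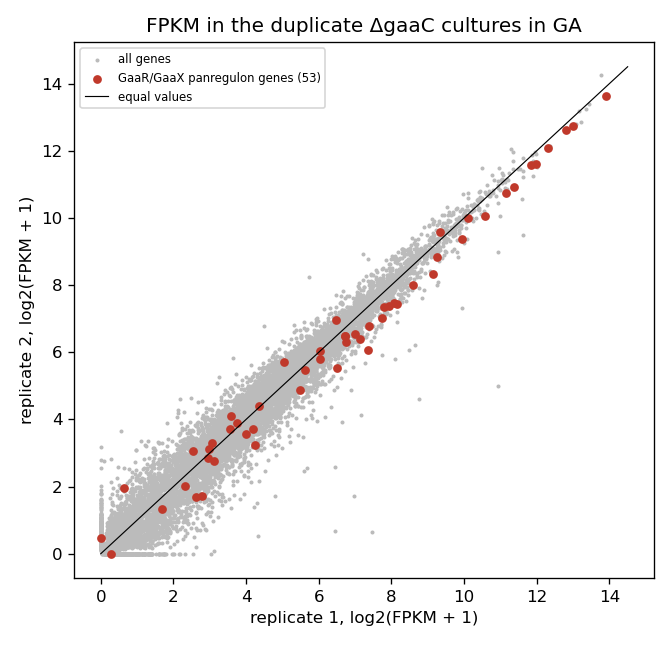
Expression in the duplicate *∆gaaC* cultures after 2 h in GA, as log2(FPKM + 1) of replicate 1 on the horizontal axis and of replicate 2 on the vertical axis. Grey points are all 10796 genes, red points the 53 panregulon genes, and the line marks equal values, with 40 of the 53 red points on the side of replicate 1.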

The reference strain and the *∆gaaC* mutant were pregrown in d‐fructose medium and transferred to GA medium. Seventeen of the 53 GaaR/GaaX panregulon genes were significantly upregulated (FC ≥ 2 and *P*‐value ≤ 0.05) in the *ΔgaaC* mutant cultured in GA as compared to the reference strain (Table 1, Table S3). 

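Of the 53 panregulon genes, 27 had a mean FPKM in the *∆gaaC* duplicates at least 2 times the paper's reference value. For 17 of these the paper's P-value was at or below 0.05. In these 17 genes the FC lay between 2.58 and 18.85, with a median of 5.79, and each replicate on its own was past an FC of 2. The mean of all 17 lay more than 2 SD of the duplicates above the reference value, whose own spread is not in the files analysed here. The lowest estimated count behind any of these values was 57. A further 24 genes had an FC above 1 with a P-value above 0.05 in the paper. The remaining 12 genes were lower than the reference. Apart from *gaaC* itself, 5 of these 12 had a P-value at or below 0.05 in the paper, with an FC from 0.19 (NRRL3_01237) to 0.56 (NRRL3_04153). The deleted gene *gaaC* (NRRL3_05649) had 14.60 ± 3.56 FPKM (SD, n = 2), from 72 and 53 estimated counts, against the paper's reference value of 5658.32 FPKM. Together the panregulon genes held 5.78% ± 0.91 (SD, n = 2) of the summed FPKM in *∆gaaC*. Leaving out either replicate does not test the number of genes past both thresholds. The paper's P-values were kept there, and each replicate of the 17 genes was past an FC of 2. The number of genes past both thresholds fell to 0 when the paper's P-values were adjusted by the Benjamini-Hochberg method over the 53 genes.

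**Figure D2:**
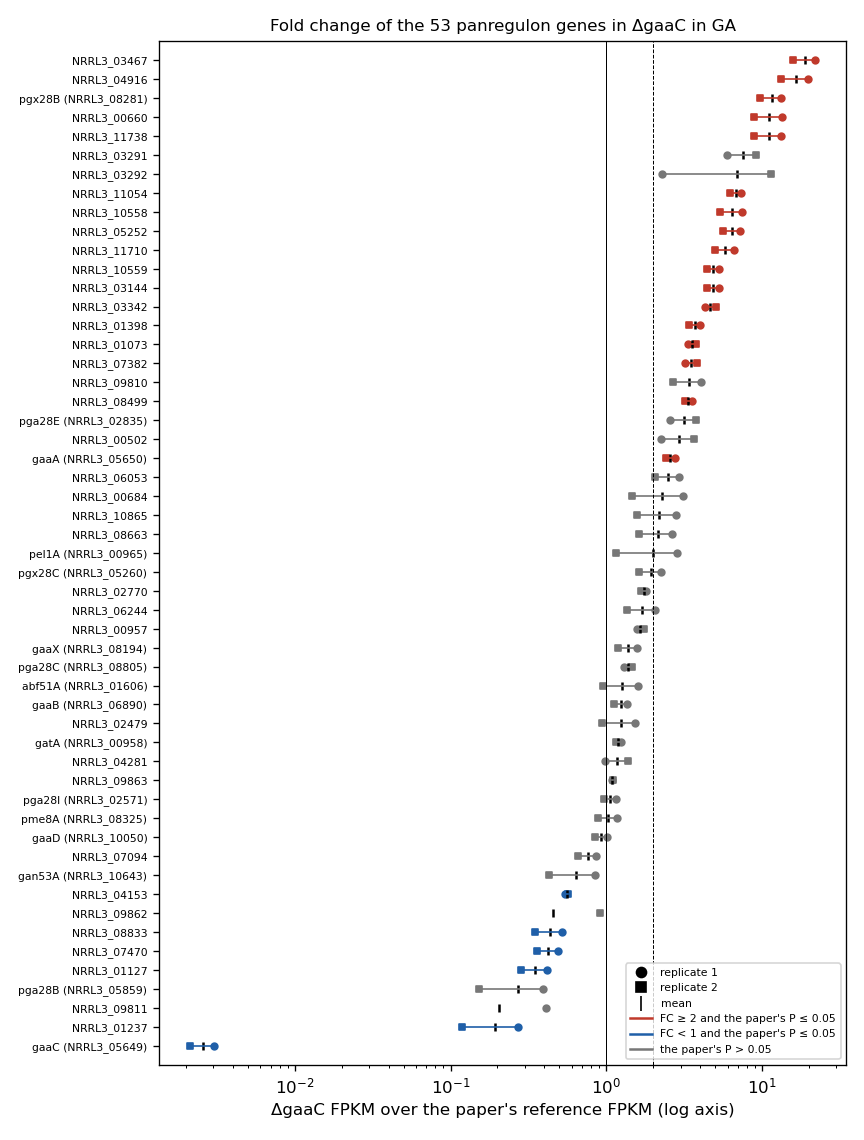
Fold change of the 53 panregulon genes in *∆gaaC* over the paper's reference FPKM, on a log axis, with circles for replicate 1, squares for replicate 2 and ticks for their mean. Red marks the 17 genes with an FC of at least 2 and a P-value at or below 0.05 in the paper, blue the lower genes with such a P-value and grey the rest. The solid line is an FC of 1 and the dashed line an FC of 2. A replicate with 0 FPKM (NRRL3_09811 and NRRL3_09862) is not drawn.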

These 17 genes include *gaaA* and 6 pectinases (NRRL3_03144, *pgx28B*, NRRL3_05252, NRRL3_04916, NRRL3_10559, and NRRL3_11738), as well as genes encoding four transporters and six genes for which the function has not yet been established. 

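The reductase gene *gaaA* (NRRL3_05650), the first of the pathway, had 6710.72 ± 598.17 FPKM (SD, n = 2) in *∆gaaC*, which is 2.58 times the paper's reference value of 2599.98 FPKM and the lowest FC of the 17 genes. The pathway genes *gaaB* and *gaaD* moved less. The FC of *gaaB* (NRRL3_06890) was 1.24, at 13990.9 ± 1842.08 FPKM (SD, n = 2), and that of *gaaD* (NRRL3_10050) was 0.93, at 7499.77 ± 954.43 FPKM (SD, n = 2). For *gaaD* the replicates fell on either side of the reference, at FC 1.01 and 0.84.

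All 6 pectinases were higher in replicate 1 than in replicate 2. The largest FC among them was that of NRRL3_04916, a carbohydrate esterase of family 16, whose 221.16 ± 63.48 FPKM (SD, n = 2) compared with 13.41 FPKM in the paper's reference gave an FC of 16.49. It also had the widest spread, at FC 19.84 in replicate 1 and 13.14 in replicate 2. The exo-polygalacturonase gene *pgx28B* (NRRL3_08281) reached 2306.06 ± 509.47 FPKM (SD, n = 2), an FC of 11.51. The beta-galactosidase gene NRRL3_11738 had 319.96 ± 91.34 FPKM (SD, n = 2) and an FC of 11.07. The pectin methylesterase gene NRRL3_05252 had the highest expression of the 6, at 3569.07 ± 621.50 FPKM (SD, n = 2), with an FC of 6.39. The FC was 4.86 for the family 28 glycoside hydrolase NRRL3_10559, at 97.18 ± 11.67 FPKM (SD, n = 2), and 4.84 for the exo-polygalacturonase NRRL3_03144, at 3384.62 ± 432.60 FPKM (SD, n = 2). In both replicates the FC of NRRL3_04916 was above those of *pgx28B* and NRRL3_11738.

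The 6 genes without an established function had FCs from 3.36 (NRRL3_08499) to 11.12 (NRRL3_00660). The lowest expressed of these, NRRL3_07382, rested on 74 and 93 estimated counts. For NRRL3_07382 the choice of pseudocount weighed most. Adding 1 FPKM to both values lowered its FC from 3.52 to 2.75.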

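The 24 panregulon genes with an FC above 1 and a P-value above 0.05 in the paper had FCs from 1.03 (*pme8A*, NRRL3_08325) to 7.55 (NRRL3_03291), with a median of 1.72. In 14 of them the FC was below 2 and in 10 it was 2 or more. Both replicates lay above the paper's reference value in 19 of the 24 genes, and the mean lay more than 2 SD of the duplicates above it in 10. The SD of the duplicates was a median of 26.2% of the mean in these genes, against 13.2% in the 17 genes past both thresholds. The transporter gene *gatA* (NRRL3_00958) had 1062.68 ± 49.10 FPKM (SD, n = 2) and an FC of 1.20. The repressor gene *gaaX* (NRRL3_08194) had 529.21 ± 106.54 FPKM (SD, n = 2) and an FC of 1.39. The alpha-*N*-arabinofuranosidase gene NRRL3_10865 had an FC of 2.19, at 2.80 in replicate 1 and 1.58 in replicate 2. The pair of genes with the largest FCs, NRRL3_03291 and NRRL3_03292, were expressed at only 6.04 ± 1.77 FPKM (SD, n = 2) and 1.72 ± 1.63 FPKM (SD, n = 2), and the latter rested on 4 and 21 estimated counts. Counting only genes in which each replicate was above the reference changed the number most, from 24 to 19.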

The expression of 24 of the remaining GaaR/GaaX panregulon genes was higher in *ΔgaaC* compared to the reference strain, but differences were relatively small and did not pass the stringent *P*‐value of ≤ 0.05.

**Table 1:** RNA‐seq analysis of 53 genes of the GaaR‐GaaX panregulon 20 in *ΔgaaC* in GA. 27 genes belonging to GaaR‐GaaX core regulon 20 are written in bold. Expression values (FPKM) are averages of duplicates. Significantly upregulated genes (FC ≥ 2 and *P*‐value ≤ 0.05) are highlighted

Gene ID NRRL3	Gene ID CBS513.88	Description^a^	Gene name	Ref	*ΔgaaC*	FC *ΔgaaC*/Ref	*P*‐value
**NRRL3_00958**	**An14g04280**	**d‐** **galacturonic acid transporter GatA**	***gatA***	888.35	1062.68	1.20	6.95E‐02
**NRRL3_03144**	**An12g07500**	**Exo‐polygalacturonase**		698.90	3384.63	4.84	1.34E‐02
**NRRL3_05260**	**An02g12450**	**Exo‐polygalacturonase Pgx28C**	***pgx28C***	99.93	192.85	1.93	9.11E‐02
**NRRL3_05649**	**An02g07720**	**2‐Keto‐3‐deoxy‐** **l‐** **galactonate aldolase GaaC**	***gaaC***	5658.32	14.60	0.00	2.88E‐04
**NRRL3_05650**	**An02g07710**	**d** **‐Galacturonic acid reductase GaaA**	***gaaA***	2599.98	6710.72	2.58	1.04E‐02
**NRRL3_06053**	**An02g02540**	**Carbohydrate esterase family 16 protein**		522.81	1301.08	2.49	8.01E‐02
**NRRL3_06890**	**An16g05390**	**l** **‐Galactonate dehydratase GaaB**	***gaaB***	11309.00	13990.90	1.24	1.91E‐01
**NRRL3_08281**	**An03g06740**	**Exo‐polygalacturonase Pgx28B**	***pgx28B***	200.31	2306.06	11.51	2.82E‐02
**NRRL3_08663**	**An03g01620**	**MFS‐type sugar/inositol transporter**		106.09	227.29	2.14	1.71E‐01
**NRRL3_10050**	**An11g01120**	**l** **‐Glyceraldehyde reductase GaaD**	***gaaD***	8104.43	7499.78	0.93	5.79E‐01
**NRRL3_10865**	**An08g01710**	**Alpha‐** ***N*** **‐arabinofuranosidase**		201.62	440.98	2.19	1.92E‐01
**NRRL3_01237**	**An19g00270**	**Pectin lyase**		18.95	3.68	0.19	9.55E‐03
**NRRL3_02479**	**An01g10350**	**Exo‐beta‐1,4‐galactanase**		137.63	170.01	1.24	5.21E‐01
**NRRL3_05252**	**An02g12505**	**Pectin methylesterase**		558.37	3569.08	6.39	2.07E‐02
**NRRL3_07470**	**An04g09690**	**Pectin methylesterase**		30.16	12.81	0.42	4.22E‐02
**NRRL3_08325**	**An03g06310**	**Pectin methylesterase Pme8A**	***pme8A***	6.54	6.74	1.03	8.79E‐01
**NRRL3_10559**	**An18g04810**	**Glycoside hydrolase family 28 protein**		20.00	97.18	4.86	1.19E‐02
NRRL3_00965	An14g04370	Pectin lyase Pel1A	*pel1A*	56.54	113.40	2.01	3.58E‐01
NRRL3_04281	An07g00780	MFS‐type transporter		90.41	106.00	1.17	5.05E‐01
NRRL3_09810	An11g04040	Exo‐polygalacturonase		10.65	35.99	3.38	7.58E‐02
**NRRL3_08194**	**An04g00790**	**Repressor of ** **d‐** **galacturonic acid utilization**	***gaaX***	381.34	529.21	1.39	1.97E‐01
NRRL3_00684	An14g01130	Rhamnogalacturonan lyase		5.77	13.23	2.29	2.61E‐01
NRRL3_01606	An01g00330	Alpha‐*N*‐arabinofuranosidase Abf51A	*abf51A*	87.96	111.63	1.27	4.97E‐01
NRRL3_02571	An01g11520	Endo‐polygalacturonase Pga28I	*pga28I*	56.38	59.67	1.06	5.83E‐01
NRRL3_02835	An01g14670	Endo‐polygalacturonase Pga28E	*pga28E*	4.26	13.51	3.17	9.99E‐02
NRRL3_04153	An15g07160	Pectin lyase		35.48	19.78	0.56	3.56E‐02
NRRL3_04916	An07g08940	Carbohydrate esterase family 16 protein		13.41	221.16	16.49	4.37E‐02
NRRL3_05859	An02g04900	Endo‐polygalacturonase Pga28B	*pga28B*	15.10	4.12	0.27	9.36E‐02
NRRL3_07094	An16g02730	Endo‐1,5‐alpha‐arabinanase		4.57	3.48	0.76	2.43E‐01
NRRL3_08805	An05g02440	Endo‐polygalacturonase Pga28C	*pga28C*	5.26	7.27	1.38	1.85E‐01
NRRL3_09811	An11g04030	Pectin lyase		0.51	0.11	0.21	6.88E‐02
NRRL3_10643	An18g05940	Arabinogalactanase Gan53A	*gan53A*	105.64	67.21	0.64	2.70E‐01
NRRL3_11738	An06g00290	Beta‐galactosidase		28.91	319.96	11.07	4.60E‐02
NRRL3_00502	An09g06200	Hypothetical protein		14.07	41.41	2.94	1.16E‐01
**NRRL3_00660**	**An14g00860**	**Carboxylesterase**		74.22	825.36	11.12	4.58E‐02
NRRL3_00957	An14g04260	B3/B4 domain‐containing protein		7.87	13.03	1.66	2.87E‐01
NRRL3_01073	An14g05840	O‐methyltransferase, COMT‐type		3.22	11.45	3.55	1.39E‐02
**NRRL3_01127**	**An14g06500**	**Dihydroxyacetone kinase**		584.25	203.94	0.35	1.55E‐02
**NRRL3_01398**	**An13g02090**	**MFS‐type transporter**		26.10	96.31	3.69	1.69E‐02
NRRL3_02770	An01g13880	MFS‐type transporter		3.71	6.43	1.73	9.57E‐02
NRRL3_03291	An12g05600	Heterokaryon incompatibility protein		0.80	6.04	7.60	6.39E‐02
NRRL3_03292	An12g05590	Carboxylesterase		0.25	1.72	6.88	3.30E‐01
**NRRL3_03342**	**An12g04990**	**Short‐chain dehydrogenase/reductase**		151.58	706.28	4.66	1.05E‐02
NRRL3_03467	An12g03550	MFS‐type transporter		4.91	92.55	18.85	2.61E‐02
**NRRL3_06244**	**An02g00140**	**Glycoside hydrolase family 43 protein**		80.90	137.44	1.70	1.81E‐01
NRRL3_07382	An16g00540	Alpha‐l‐fucosidase		2.29	8.06	3.53	4.41E‐02
NRRL3_08499	An03g03960	Uncharacterized protein		13.64	45.86	3.36	6.05E‐03
**NRRL3_08833**	**n.a.**	**Hypothetical protein**		4.29	1.87	0.44	2.27E‐02
NRRL3_09862	An11g03510	Hypothetical protein		0.43	0.20	0.45	5.62E‐01
**NRRL3_09863**	**An11g03500**	**Alpha‐hydroxy acid dehydrogenase, FMN‐dependent**		59.53	64.98	1.09	2.85E‐01
**NRRL3_10558**	**An18g04800**	**Alpha‐** **l‐** **rhamnosidase**		17.04	109.06	6.40	3.54E‐02
**NRRL3_11054**	**An08g04040**	**MFS‐type sugar/inositol transporter**		693.37	4713.62	6.80	8.89E‐03
NRRL3_11710	An06g00620	MFS‐type sugar/inositol transporter		341.35	1977.10	5.79	2.76E‐02

a Descriptions were obtained from manual annotation (manuscript in preparation).

In addition to GaaR/GaaX‐controlled genes, we also compared the expression of all 58 pectinases identified in the genome of *A. niger* 2 between the reference strain and the *ΔgaaC* mutant (Table S4, Fig. 2C). 

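Gene identifiers could be read for 19 rows of Table S4, of which 15 are panregulon genes also listed in Table 1, and for the 9 genes of Table 2. The 4 pectinases of Table S4 in neither Table 1 nor Table 2 were all low in *∆gaaC*. The endo-polygalacturonase gene *pga28D* (NRRL3_00263) had 4.44 ± 0.02 FPKM (SD, n = 2), and its FC of 1.74 over the paper's reference value was below the threshold of 2. The pectin lyase gene *pel1B* (NRRL3_08767) had 4.42 ± 1.15 FPKM (SD, n = 2) and an FC of 0.56. The endo-polygalacturonase gene *pga28A* (NRRL3_06782) had 1.66 ± 1.73 FPKM (SD, n = 2). Its FC of 2.36 rested on 2 and 14 estimated counts, and the replicates lay on opposite sides of the reference. For *pga28II* (NRRL3_04000) no count was listed in replicate 1 and 1 in replicate 2, below the 0.66 FPKM that 3 counts give at this depth, so expression was not detectable. Of these 4 genes, *pga28A* had the largest difference in FC between settings, at 4.11 without replicate 1 and 0.61 without replicate 2.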

Apart from the six pectinases that depend on GaaR for induction 19, nine additional pectinases acting on the RG‐I backbone and arabinan and arabinogalactan side chains were significantly upregulated (FC ≥ 2 and *P*‐value ≤ 0.05) in the *ΔgaaC* mutant compared to the reference strain (Table 2). 

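All 9 pectinases of Table 2 were above an FC of 2 in each replicate, and in each the mean of the *∆gaaC* duplicates lay more than 2 SD above the paper's reference value. Their P-values in the paper are at or below 0.05. Their FCs ranged from 2.48 to 41.63, with a median of 6.81. The beta-galactosidase gene *lac35B* (NRRL3_02630) was the highest expressed, at 1259.38 ± 282.43 FPKM (SD, n = 2) compared with 172.89 FPKM in the paper's reference, an FC of 7.28. The endo-1,5-alpha-arabinanase gene NRRL3_05407 had 702.79 ± 102.76 FPKM (SD, n = 2) and an FC of 6.81. The family 12 carbohydrate esterase NRRL3_07501 followed with 87.29 ± 21.93 FPKM (SD, n = 2), an FC of 5.01. The other 6 genes had at most 22.81 FPKM. The largest FC, 41.63, was that of the exo-beta-1,4-galactanase gene NRRL3_04568, which had 9.58 ± 1.12 FPKM (SD, n = 2) from 112 and 138 estimated counts, over a reference of only 0.23 FPKM. The beta-galactosidase gene NRRL3_01071 had an FC of 10.74, the family 28 glycoside hydrolase NRRL3_02832 one of 8.69, the family 105 glycoside hydrolase NRRL3_00839 one of 6.32 and the feruloyl esterase gene *faeB* (NRRL3_02931) one of 3.93. The endo-rhamnogalacturonase gene NRRL3_09450, with the smallest FC, had 4.34 ± 0.60 FPKM (SD, n = 2). The low reference values made these FCs sensitive to a pseudocount. With 1 FPKM added to both values, that of NRRL3_04568 fell to 8.60 and that of NRRL3_09450 to 1.94, below the threshold.

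**Figure D3:**
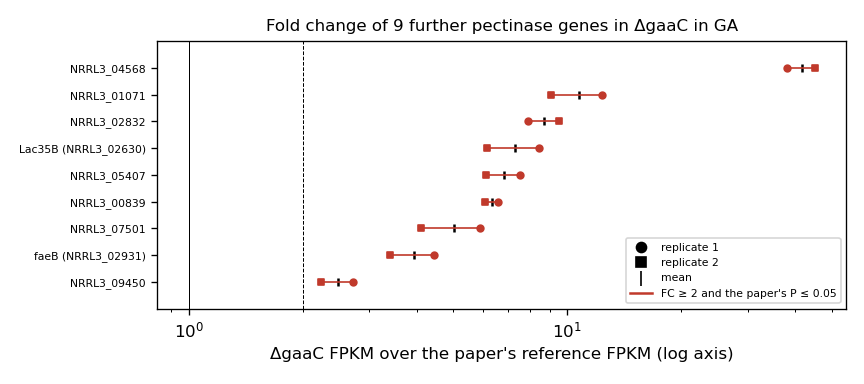
Fold change of the 9 pectinase genes of Table 2 in *∆gaaC* over the paper's reference FPKM, on a log axis, with circles for replicate 1, squares for replicate 2 and ticks for their mean. Both replicates of every gene lie to the right of the dashed line at an FC of 2, and the solid line marks an FC of 1.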

It has been reported that many of these genes are regulated by transcription factors RhaR (NRRL3_02832, NRRL3_07501, NRRL3_07501, and *faeB*), XlnR (NRRL3_05407 and *lac35B*), or AraR (*lac35B*), which are required for the utilization of l‐rhamnose, xylan/d‐xylose, and arabinan/l‐arabinose, respectively 39, 40, 41, 42. To address the possibility that deletion of *gaaC* affected the expression of these genes *via* their specific transcription factors, the expression of *rhaR*,* xlnR*, and *araR* was analyzed in more detail. Expression of *rhaR* (FC = 5.84 and *P*‐value = 4.76E‐03) and *xlnR* (FC = 2.68 and *P*‐value = 5.60E‐03) was significantly higher in *ΔgaaC*, which might explain the upregulation observed in these genes. The *araR* gene was not significantly differentially regulated in the *ΔgaaC* mutant.

**Table 2:** RNA‐seq analysis of nine pectinase genes that were significantly upregulated in *ΔgaaC* in GA and do not belong to the GaaR‐GaaX panregulon 20

Gene ID NRRL3	Gene ID CBS513.88	Description^a^	Gene name	Ref	*ΔgaaC*	FC *ΔgaaC*/Ref	*P*‐value
NRRL3_02832	An01g14650	Glycoside hydrolase family 28 protein		1.49	12.95	8.69	1.21E‐02
NRRL3_09450	An11g08700	Endo‐rhamnogalacturonase		1.75	4.34	2.48	3.39E‐02
NRRL3_07501	An04g09360	Carbohydrate esterase family 12 protein		17.42	87.29	5.01	4.60E‐02
NRRL3_00839	An14g02920	Glycoside hydrolase family 105 protein		3.61	22.81	6.32	5.98E‐03
NRRL3_05407	An02g10550	Endo‐1,5‐alpha‐arabinanase		103.20	702.79	6.81	1.45E‐02
NRRL3_02931	An12g10390	Feruloyl esterase FaeB	*faeB*	4.17	16.38	3.93	3.08E‐02
NRRL3_02630	An01g12150	Beta‐galactosidase Lac35B	*Lac35B*	172.89	1259.38	7.28	3.28E‐02
NRRL3_04568	An07g04420	Exo‐beta‐1,4‐galactanase		0.23	9.58	41.63	7.17E‐03
NRRL3_01071	An14g05820	Beta‐galactosidase		0.75	8.06	10.74	2.90E‐02

a Descriptions were obtained from manual annotation (manuscript in preparation).

## Discussion

In this study, we used GA catabolic pathway deletion mutants to investigate the induction mechanism of the GA‐responsive genes in *A. niger*. We observed that the *gaaA* and the *gaaD* deletion mutants show reduced growth on GA or PGA compared to the reference strain, whereas growth of *∆gaaB* and *∆gaaC* is more severely reduced on GA, PGA, or AP (Fig. 1B,C). These results are in line with the previous reports showing the inability of *∆gaaB* and *∆gaaC* to grow on GA 7, 8. *ΔgaaA* was reported to be unable to grow on GA in a previous study 6, where the tenuous growth of *ΔgaaA* could have been interpreted as no growth. GA catabolic pathway deletion mutants derived from N593.20 in this study and from ATCC1015 in previous studies 6, 7, 8 showed the same growth defects on GA (unpublished results), excluding the possibility of a phenotypic difference caused by strain background.

Deletion of *gaaB* and *gaaC* severely impaired growth on MM containing GA (Fig. 1B,C), indicating that there are no alternative enzymes replacing GaaB and GaaC. The residual growth of *∆gaaA* and *∆gaaD* on GA indicates that GA is catabolized in these reductase deletion mutants *via* partially redundant enzymes. In *B. cinerea*, there are two nonhomologous d‐galacturonate reductases, BcGar1, and BcGar2. While single gene deletion mutants (*∆Bcgar1* or *∆Bcgar2)* could still grow on GA, the double gene deletion mutant *∆Bcgar1∆Bcgar2* showed a complete loss of growth 9. *Aspergillus niger* also contains a BcGar1 ortholog, NRRL3_06930, which shows no protein homology to GaaA. As in *B. cinerea*, NRRL3_06930 might enable the residual growth of *∆gaaA* on GA. However, the expression of NRRL3_06930 is considerably lower than the expression of *gaaA* in GA, and unlike the expression of *gaaA*, does not depend on GaaR or GaaX 19, 20. It is also possible that the two dehydrogenases belonging to the GaaR/GaaX panregulon, NRRL3_03342, and NRRL3_09863, partially replace GaaA or GaaD.

The recently proposed model related to the regulation of GA‐responsive gene expression 20 postulates that under noninducing conditions the repressor GaaX inhibits the transcriptional activity of GaaR. The repressing activity of GaaX is suggested to be lost in the presence of an inducer and subsequent activation of GaaR, resulting in the induction of GA‐responsive genes in *A. niger* 20. The results of metabolic and northern blot analyses indicate that accumulation of 2‐keto‐3‐deoxy‐l‐galactonate in *∆gaaC* is responsible for the induction of the GA‐responsive genes. In other words, the pathway intermediate 2‐keto‐3‐deoxy‐l‐galactonate, and not GA or l‐galactonate, is the physiological inducer of the GA‐responsive genes in *A. niger* (Fig. 2A,B). In the *ΔgaaA* mutant, we postulate that GA is converted into l‐galactonate *via* partially redundant enzymes (see above) and the 2‐keto‐3‐deoxy‐l‐galactonate produced is enough for the induction of GA‐responsive genes. However, this induction is lower compared to the reference strain (Fig. 2B). This result is supported by a previous finding that *gaaB* and *gaaC* were expressed at lower levels in *ΔgaaA* compared to the reference strain 6. In contrast, *ΔgaaB* possibly does not produce 2‐keto‐3‐deoxy‐l‐galactonate from l‐galactonate, since the growth phenotype of the *ΔgaaB* mutant suggests that there are no functionally redundant enzymes replacing GaaB. As a result, expression of GA‐responsive genes is not induced in *ΔgaaB* (Fig. 2B). Reduced expression of *gatA*,* gaaA*, and *gaaC* in the *ΔgaaB* mutant was also observed previously 7.

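Of the 8 panregulon genes described as transporters in Table 1, 4 passed both thresholds of the paper. All 4 are transporters of the major facilitator superfamily, and in each both replicates were above an FC of 2. The sugar/inositol transporter gene NRRL3_11054 was the highest expressed, at 4713.62 ± 539.52 FPKM (SD, n = 2) compared with 693.37 FPKM in the paper's reference, an FC of 6.80. For NRRL3_11710, of the same description, 1977.10 ± 392.49 FPKM (SD, n = 2) gave an FC of 5.79. NRRL3_03467 had the largest FC of all 53 panregulon genes, 18.85, but at a lower expression of 92.55 ± 20.44 FPKM (SD, n = 2). This gene was also higher in the paper's *∆gaaR* strain, at 302.24 FPKM against 4.91 in the reference, so its rise did not require GaaR there. Of the 4 transporters, NRRL3_11710 was above the reference in *∆gaaR* too, at 1.99 times, and the remaining ones were not. NRRL3_01398 had 96.31 ± 11.32 FPKM (SD, n = 2) and an FC of 3.69. The known GA transporter gene *gatA* had an FC of 1.20. The FC of NRRL3_03467 moved most with 1 FPKM added to both values, to 15.83, and was 15.91 or 21.79 with one replicate left out. The paper proposes that such transporters might contribute to GA uptake being faster in *∆gaaC* than in the other pathway deletion mutants. The FCs given here compare *∆gaaC* with the reference strain instead.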

RNA‐seq analysis of *ΔgaaC* revealed significant upregulation of several genes from the GaaR/GaaX panregulon involved in pectin breakdown and GA utilization, as well as genes with currently unknown link to GA utilization, such as transporters that might facilitate the faster GA transport in *∆gaaC* compared to other GA catabolic pathway deletion mutants observed both in this study (Fig. 2A) and previous studies 6, 7, 8. Deletion of *gaaC* also induced the expression of several pectinases acting on RG‐I that do not belong to GaaR/GaaX panregulon (Table 2). A possible explanation is that starvation in *ΔgaaC* results in the induction of these genes. Several pectinases acting on side chains of RG‐I, including NRRL3_05407, *lac35B* and NRRL3_07501, were previously reported to be induced upon starvation 43. Another explanation is that the increased transcript levels of *rhaR* and *xlnR* results in an increase in the expression of these genes that were suggested to be under control of RhaR and XlnR (see above).

Although both *∆gaaB* and *∆gaaC* cannot utilize GA, residual growth of *∆gaaC* was observed on AP, whereas the growth of *∆gaaB* on AP was more impaired (Fig. 1B). This could be explained by the high capacity of *∆gaaC* to secrete pectinases acting on RG‐I and release monosaccharides (l‐arabinose, l‐rhamnose, d‐galactose) other than GA to support growth, and the less efficient pectinase production in *∆gaaB*.

Previously, we identified 53 genes as the GaaR/GaaX panregulon downregulated in *ΔgaaR* under inducing condition and/or upregulated in *ΔgaaX* under non‐inducing condition. However, only a core set of 27 genes was significantly differentially regulated under both conditions 19, 20, and only 17 of 53 panregulon genes, 10 of which belong to the core regulon, were hyperinduced in response to deletion of *gaaC* (Table 1), demonstrating the complex regulation of GA‐responsive gene expression. 

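In *∆gaaC*, 10 of the 27 core genes and 7 of the 26 other panregulon genes had an FC of at least 2 with a P-value at or below 0.05 in the paper. The FCs of the 10 core genes ran from 2.58 (*gaaA*) to 11.51 (*pgx28B*), and those of the 7 others from 3.36 (NRRL3_08499) to 18.85 (NRRL3_03467), so the ranges overlapped. Over all 27 core genes the median FC was 1.93, and over the 26 others it was 2.15. The core genes include the deleted gene *gaaC*, which lowers their median. Some core genes fell. The FC was 0.19 for NRRL3_01237, at 3.68 ± 2.03 FPKM (SD, n = 2), and 0.35 for NRRL3_01127, at 203.94 ± 54.74 FPKM (SD, n = 2). Leaving out either replicate does not test the number of core genes past both thresholds. The paper's P-values were kept, and each of the 10 genes was past an FC of 2 in each replicate. After a Benjamini-Hochberg adjustment of the paper's P-values the number of core genes past both thresholds was 0. From the partial overlap between the genes that respond to each deletion, the paper concludes that the regulation of GA-responsive genes is complex.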

A dynamic equilibrium is suggested to exist between the free and DNA‐bound states of a transcription factor, and the binding of a transcription factor to the promoters of its target genes depends on its concentration, as well as its cooperative/competitive interactions with other proteins and the chromatin accessibility 44, 45. Deletion of *gaaR* would result in the lack of GaaR in the cell, whereas deletion of *gaaX* or intracellular accumulation of 2‐keto‐3‐deoxy‐l‐galactonate in *∆gaaC* would, possibly to different degrees, increase the concentration of active GaaR by elimination or reducing the repressing activity of GaaX. GaaR concentration might also be regulated transcriptionally: *gaaX* is highly upregulated in GA 5, whereas *gaaR* expression is significantly increased in the *∆gaaC* mutant (FC = 5.10 and *P*‐value = 7.88E‐03). Moreover, different levels of CreA mediated repression on different GA‐responsive genes 18 and accessibility of the promoter regions of these genes under different conditions might play a role in the observed differences in gene regulation. Condition specific cross‐regulation between transcription factors and coregulation of target genes might add additional complexity to GA‐responsive gene expression, as discussed above.

To conclude, in this study we identified the GA catabolic pathway intermediate 2‐keto‐3‐deoxy‐l‐galactonate as the probable inducer of the GA‐responsive genes in *A. niger*. Considering that both the GA catabolic pathway enzymes and the GaaR/GaaX activator–repressor module is evolutionarily conserved in the Pezizomycotina subdivision of Ascomycetes 5, 20, it is highly probable that the mechanism by which 2‐keto‐3‐deoxy‐l‐galactonate acts as an inducer and interacts with the activator–repressor module is also conserved.

## Author contributions

EA, CK, TGH, SdP, MA, MDF, TTMP performed experiments. EA, MDF, MP, MVAP performed bioinformatics analysis. EA, JV, AT, RPdV, and AFJR wrote the manuscript with input of all authors.

## Supporting information

**Fig. S1.** Verification of the GA catabolic pathway deletion strains (A) *∆gaaA* (SDP22.1), (B) *∆gaaB* (SDP21.5), (C) *∆gaaC* (SDP20.6), *and* (D) *∆gaaD* (EA1.1) *via* southern blot analysis of genomic DNA.
**Fig. S2.** Growth profile of the *Aspergillus niger* reference strain (MA249.1) and GA catabolic pathway deletion mutants *∆gaaA*,* ∆gaaB*,* ∆gaaC, and ∆gaaD*.
**Fig. S3.** (A) Predominant form (pyranose) of 2‐keto‐3‐deoxy‐l‐galactonate in the extracellular culture fluid of *Aspergillus niger ∆gaaC* grown in MM containing 50 mm GA for 55 h. Click here for additional data file.

**Table S1.** Strains used in this study. Click here for additional data file.

**Table S2.** Primers used in this study. Click here for additional data file.

**Table S3.** RNA‐seq analysis of 53 genes of the GaaR‐GaaX panregulon [20] in *∆gaaC* and *ΔgaaR* in GA and in *ΔgaaX* in d‐fructose. Click here for additional data file.

**Table S4.** RNA‐seq analysis of pectinases in *∆gaaC* and *∆gaaR* in GA and in *∆gaaX* in d‐fructose. Click here for additional data file.

# Supplementary material for: The pathway intermediate 2‐keto‐3‐deoxy‐L‐galactonate mediates the induction of genes involved in D‐galacturonic acid utilization in Aspergillus niger
**Source:** FEBS Lett. 2017 May 6;591(10):1408–18. doi: 10.1002/1873-3468.12654
**Supplement:** Supplementary file 1 — Fig. S1. Verification of the GA catabolic pathway deletion strains (A) ∆gaaA (SDP22.1), (B) ∆gaaB (SDP21.5), (C) ∆gaaC (SDP20.6), and (D) ∆gaaD (EA1.1) via southern blot analysis of genomic DNA. Fig. S2. Growth profile of the Aspergillus niger reference strain (MA249.1) and GA catabolic pathway deletion mutants ∆gaaA, ∆gaaB, ∆gaaC, and ∆gaaD. Fig. S3. (A) Predominant form (pyranose) of 2‐keto‐3‐deoxy‐l‐galactonate in the extracellular culture fluid of Aspergillus niger ∆gaaC grown in MM containing 50 mm GA for 55 h.

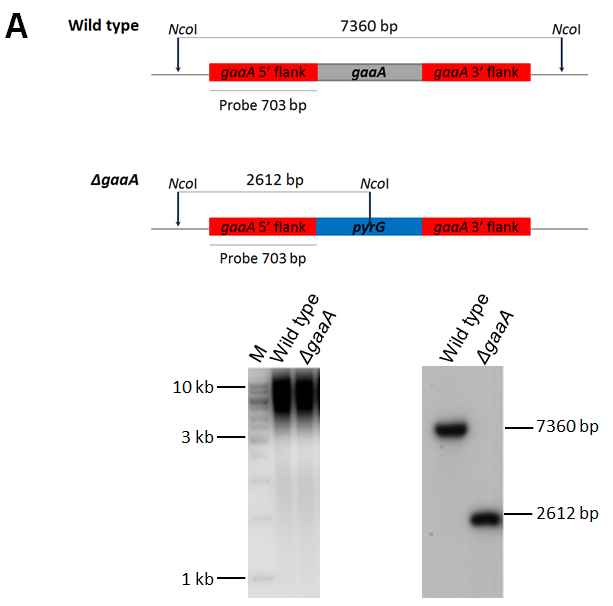

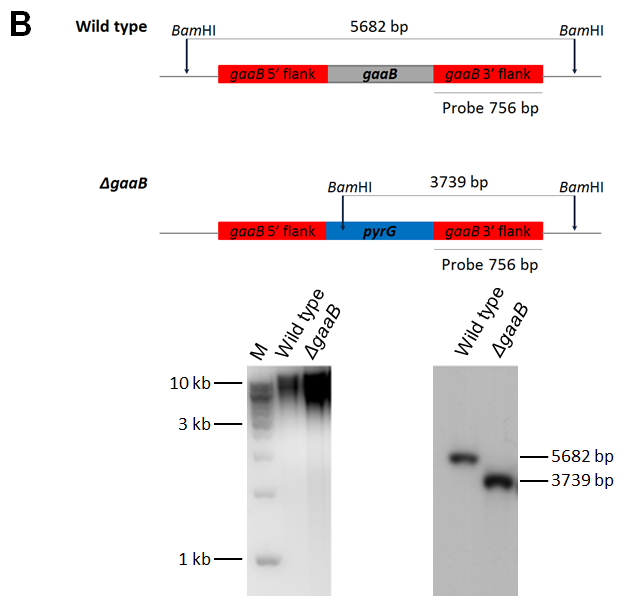

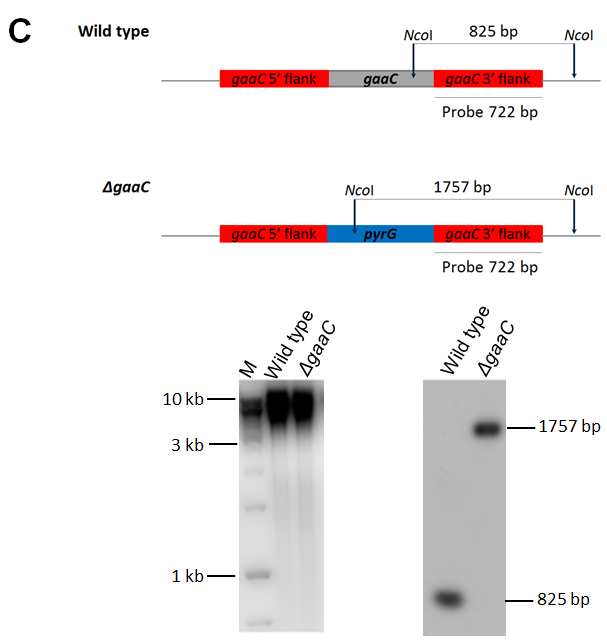

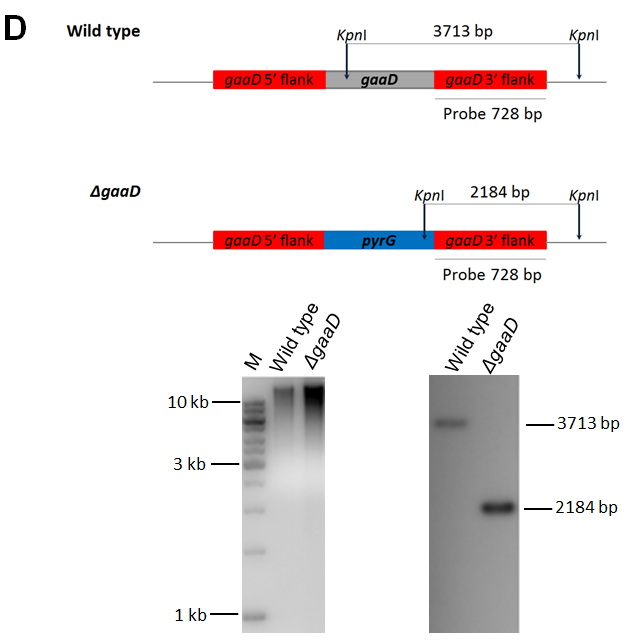

**Figure S1** Verification of the GA catabolic pathway deletion strains (A) *∆gaaA* (SDP22.1), (B) *∆gaaB* (SDP21.5), (C) *∆gaaC* (SDP20.6) *and* (D) *∆gaaD* (EA1.1) via Southern blot analysis of genomic DNA. For each gene deletion, schematic representation of the target gene locus in the wild type (N593.20) and gene deletion strain are shown together with the predicted sizes of the DNA fragments hybridizing with the indicated probes. Left panel: agarose gel stained with ethidium bromide. Marker size (M, in kb) is indicated. Right panel: Southern blot after hybridization.

**A**

**
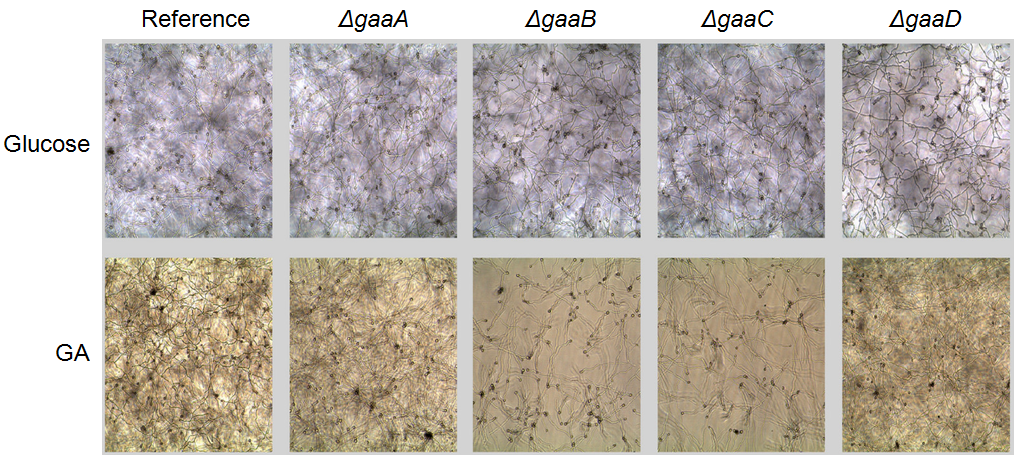
**

**B**

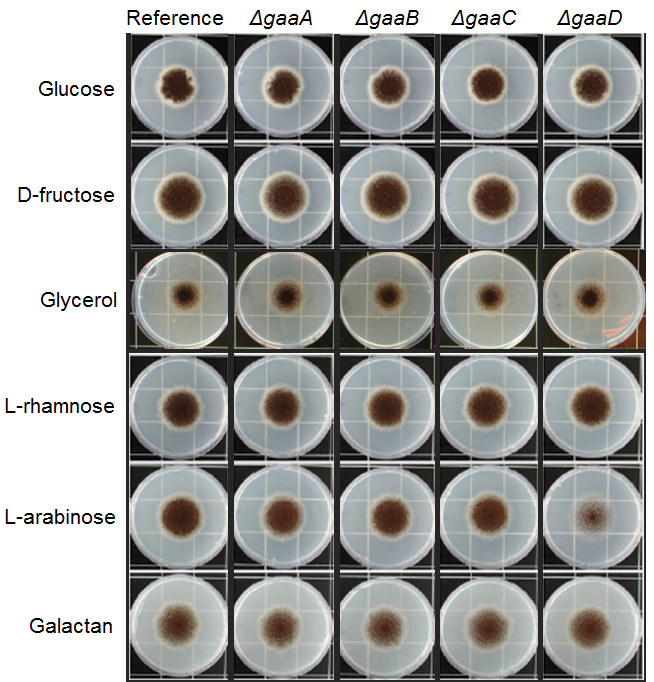

**Figure S2** Growth profile of the *A. niger* reference strain (MA249.1) and GA catabolic pathway deletion mutants *∆gaaA*, *∆gaaB*, *∆gaaC and* *∆gaaD*. Strains were grown (A) in microtiter plate in liquid medium with 50 mM glucose or GA for 69 h at 30 °C, and (B) on solid MM with 50 mM monomeric or 1% polymeric carbon sources for 7 days at 30 °C. Microscopic pictures of cultures in microtiter plate were taken with a Leica ICC50 inverted microscope.

**A**

**B**

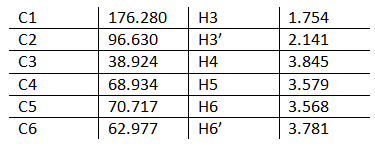

**Figure S3** (A) Predominant form (pyranose) of 2-keto-3-deoxy-L-galactonate in the extracellular culture fluid of *A. niger ∆gaaC* grown in MM containing 50 mM GA for 55 h. R1 and R2 refer to carbonyl group and hydroxyl group, respectively. (B) ^1^H and ^13^C chemical shifts (ppm) of 2-keto-3-deoxy-L-galactonate, consistent with data published previously [Kuorelahti *et al.*, 2006].

# Supplementary material for: The pathway intermediate 2‐keto‐3‐deoxy‐L‐galactonate mediates the induction of genes involved in D‐galacturonic acid utilization in Aspergillus niger
**Source:** FEBS Lett. 2017 May 6;591(10):1408–18. doi: 10.1002/1873-3468.12654
**Supplement:** Supplementary file 2 — Table S1. Strains used in this study.

**Table S1** Strains used in this study

| **Strain** | **Genotype** | **Description** | **Reference** |
| --- | --- | --- | --- |
| N593.20 | *cspA1, pyrG^-^, kusA::amdS* | *ΔkusA* in N593 | Alazi *et al.*, 2016 |
| FP-1132.1 | *cspA1, pyrG^-^::AOpyrG, kusA::amdS* | Restored *pyrG* in N593.20 | Alazi *et al.*, 2016 |
| MA249.1 | *cspA1, pyrG^-^::ANpyrG, kusA::amdS* | Restored *pyrG* in N593.20 | This study |
| SDP22.1 | *cspA1, pyrG^-^, kusA::amdS, gaaA::AOpyrG* | *ΔgaaA* in N593.20 | This study |
| SDP21.5 | *cspA1, pyrG^-^, kusA::amdS, gaaB::AOpyrG* | *ΔgaaB* in N593.20 | This study |
| SDP20.6 | *cspA1, pyrG^-^, kusA::amdS, gaaC::AOpyrG* | *ΔgaaC* in N593.20 | This study |
| EA1.1 | *cspA1, pyrG^-^, kusA::amdS, gaaD::AOpyrG* | *ΔgaaD* in N593.20 | This study |

# Supplementary material for: The pathway intermediate 2‐keto‐3‐deoxy‐L‐galactonate mediates the induction of genes involved in D‐galacturonic acid utilization in Aspergillus niger
**Source:** FEBS Lett. 2017 May 6;591(10):1408–18. doi: 10.1002/1873-3468.12654
**Supplement:** Supplementary file 3 — Table S2. Primers used in this study.

**Table S2** Primers used in this study.

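The primers of Table S2 served to build the gene deletion cassettes, by amplifying the flanking regions of each gene, and to amplify the probes for the northern blots.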

| **Primer name** | **Sequence (5’ to 3’)** | **Used for** |  |
| --- | --- | --- | --- |
| An02g07710usf | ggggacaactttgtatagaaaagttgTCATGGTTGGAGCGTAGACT | amplification of *gaaA* 5’ flank | ATTB4 site underlined |
| An02g07710usr | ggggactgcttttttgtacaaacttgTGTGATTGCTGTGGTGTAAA | amplification of *gaaA* 5’ flank | ATTB1r site underlined |
| An02g07710dsf | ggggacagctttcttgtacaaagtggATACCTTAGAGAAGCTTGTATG | amplification of *gaaA* 3’ flank | ATTB2r site underlined |
| An02g07710dsr | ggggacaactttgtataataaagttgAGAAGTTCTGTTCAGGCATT | amplification of *gaaA* 3’ flank | ATTB3 site underlined |
| An16g05390usf | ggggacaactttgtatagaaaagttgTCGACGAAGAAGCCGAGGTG | amplification of *gaaB* 5’ flank | ATTB4 site underlined |
| An16g05390usr | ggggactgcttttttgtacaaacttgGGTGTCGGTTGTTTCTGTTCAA | amplification of *gaaB* 5’ flank | ATTB1r site underlined |
| An16g05390dsf | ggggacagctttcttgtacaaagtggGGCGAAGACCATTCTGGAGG | amplification of *gaaB* 3’ flank | ATTB2r site underlined |
| An16g05390dsr | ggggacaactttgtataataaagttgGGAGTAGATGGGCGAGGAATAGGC | amplification of *gaaB* 3’ flank | ATTB3 site underlined |
| An02g07720usf | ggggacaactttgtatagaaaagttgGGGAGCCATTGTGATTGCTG | amplification of *gaaC* 5’ flank | ATTB4 site underlined |
| An02g07720usr | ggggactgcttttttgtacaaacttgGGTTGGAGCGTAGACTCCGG | amplification of *gaaC* 5’ flank | ATTB1r site underlined |
| An02g07720dsf | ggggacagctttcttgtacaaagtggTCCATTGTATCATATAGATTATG | amplification of *gaaC* 3’ flank | ATTB2r site underlined |
| An02g07720dsr | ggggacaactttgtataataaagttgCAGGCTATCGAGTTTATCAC | amplification of *gaaC* 3’ flank | ATTB3 site underlined |
| B1-AoPyrGf | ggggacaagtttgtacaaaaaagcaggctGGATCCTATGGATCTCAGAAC | amplification of *A. oryzae pyrG* gene | ATTB1 site underlined |
| B2-AoPyrGr | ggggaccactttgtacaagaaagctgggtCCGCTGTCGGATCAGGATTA | amplification of *A. oryzae pyrG* gene | ATTB2 site underlined |
| gaaDP1-KpnI | GGGGTACCTCCAAACCGACCGTAAACCA | amplification of *gaaD* 5’ flank | *Kpn*I underlined |
| gaaDP2-XhoI | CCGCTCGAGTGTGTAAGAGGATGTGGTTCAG | amplification of *gaaD* 5’ flank | *Xho*I underlined |
| gaaDP3-HindIII | CCCAAGCTTATCATGGAAATGATCAACGTC | amplification of *gaaD* 3’ flank | *Hind*III underlined |
| gaaDP4-NotI | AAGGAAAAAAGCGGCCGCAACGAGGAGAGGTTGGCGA | amplification of *gaaD* 3’ flank | *Not*I underlined |
| actAP1f | AAGCGTGGTATCCTCACCCT | amplification of actin Northern probe |  |
| actAP2r | TCGTTGCCGATGGTGATGAC | amplification of actin Northern probe |  |
| An14g04280P1f | CGAGCGCATTGGCCGACGCT | amplification of *gatA* Northern probe |  |
| An14g04280P2r | GCATGAGAGTGAAGGCGAAA | amplification of *gatA* Northern probe |  |
| gaaAP1f | TGACGCCCTTCCCGCCGGCTC | amplification of *gaaA* Northern probe |  |
| gaaAP2r | GTTAGAGTGTACACCGGCCC | amplification of *gaaA* Northern probe |  |
| gaaBP1f | CCCGAAGCCATCACCTGGAT | amplification of *gaaB* Northern probe |  |
| gaaBP2r | CCTCCAGAATGGTCTTCGCC | amplification of *gaaB* Northern probe |  |
| gaaCP1f | CCATTCGCAAGCACGCCGTT | amplification of *gaaC* Northern probe |  |
| gaaCP2r | ACGCAACGTATGGGTGGTTT | amplification of *gaaC* Northern probe |  |
| gaaDP1f | CCATGACCCAGCTCCCCAAG | amplification of *gaaD* Northern probe |  |
| gaaDP2r | GCCCAGCTCGGACACCTTGG | amplification of *gaaD* Northern probe |  |
| pgaXP1f | CTGATTACATCCTCTCCGCA | amplification of NRRL3_03144 Northern probe |  |
| pgaXP2r | ATCGGTGTTCTTCGCCTCGT | amplification of NRRL3_03144 Northern probe |  |
| pgxBP1f | TCGCCGTGCTGGACGAACTT | amplification of *pgxB* Northern probe |  |
| pgxBP2r | CGGCGCATCCGTGTTCTGGA | amplification of *pgxB* Northern probe |  |
| abfCP1f | TTGAAGCTCCTTGATCCCAG | amplification of NRRL3_10865 Northern probe |  |
| abfCP2r | ATGGTCCATCCCCGCATATA | amplification of NRRL3_10865 Northern probe |  |

# Supplementary material for: The pathway intermediate 2‐keto‐3‐deoxy‐L‐galactonate mediates the induction of genes involved in D‐galacturonic acid utilization in Aspergillus niger
**Source:** FEBS Lett. 2017 May 6;591(10):1408–18. doi: 10.1002/1873-3468.12654
**Supplement:** Supplementary file 4 — Table S3. RNA‐seq analysis of 53 genes of the GaaR‐GaaX panregulon [20] in ∆gaaC and ΔgaaR in GA and in ΔgaaX in d‐fructose.

Table S3 RNA-seq analysis of 53 genes of the GaaR-GaaX panregulon [20] in *ΔgaaC* and *ΔgaaR* in GA and in *ΔgaaX* in D-fructose. 27 genes belonging to GaaR-GaaX core regulon [20] are written in bold. Genes with a fold change≥2, and *P*-values0.05 or FDR≤0.05 are highlighted.

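Table S3 lists the 53 panregulon genes with values from separate studies in 2 units. The *∆gaaC* and *∆gaaR* values are FPKM in GA, whereas the *∆gaaX* values are TPM in d-fructose. TPM also divides by length but is scaled to the same total in every sample. Values can be compared through the fold changes but not directly between units. The reference for *∆gaaC* comes from the earlier study that gave the *∆gaaR* values, so the fold change of *∆gaaC* spans studies. For all 53 genes, the mean FPKM of the deposited *∆gaaC* duplicates lay within 0.005 FPKM of the value printed for *∆gaaC*.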

<sup>a</sup> Descriptions were obtained from manual annotation (manuscript in preparation).

<sup>b</sup> Data published by Alazi *et al.* [19]

<sup>c</sup> Data published by Niu *et al.* [20]

# Supplementary material for: The pathway intermediate 2‐keto‐3‐deoxy‐L‐galactonate mediates the induction of genes involved in D‐galacturonic acid utilization in Aspergillus niger
**Source:** FEBS Lett. 2017 May 6;591(10):1408–18. doi: 10.1002/1873-3468.12654
**Supplement:** Supplementary file 5 — Table S4. RNA‐seq analysis of pectinases in ∆gaaC and ∆gaaR in GA and in ∆gaaX in d‐fructose.

Table S4 RNA-seq analysis of pectinases in *ΔgaaC* and *ΔgaaR* in GA and in *ΔgaaX* in D-fructose. 

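For the 19 pectinases of Table S4 whose identifiers could be read, the mean of the deposited *∆gaaC* duplicates ran from 0.11 FPKM, below the value that 3 counts give, to 3569.07 FPKM. The *∆gaaC* column holds FPKM in GA, as in Table S3. The fold change divides it by the reference strain in GA, whose values come from an earlier study.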

Genes with a fold change  $\geq 2$ , and *P*-value  $\leq 0.05$  or FDR  $\leq 0.05$  are highlighted.

|         |             | This study (FPKM) |            |                                         |                |                     | Alazi et al. , 2016 (FPKM) |       |                 |           |          | Niu et al. , 2017 (TPM) |                 |                         |                 |                       |                             |              |                         |                 |                                        |                  |
|---------|-------------|-------------------|------------|-----------------------------------------|----------------|---------------------|----------------------------|-------|-----------------|-----------|----------|-------------------------|-----------------|-------------------------|-----------------|-----------------------|-----------------------------|--------------|-------------------------|-----------------|----------------------------------------|------------------|
| Gene ID | NRRL3       | Gene ID           | CBSS13.88  | Description <sup>a</sup>                | Gene Name      | Ref GA <sup>b</sup> | <i>ΔgaaC</i>               | GA    | FC <i>ΔgaaC</i> | GA/Ref GA | P -value | <i>ΔgaaR</i>            | GA <sup>b</sup> | FC Ref GA/ <i>ΔgaaR</i> | GA <sup>b</sup> | P -value <sup>b</sup> | Ref D-fructose <sup>c</sup> | <i>ΔgaaX</i> | D-fructose <sup>e</sup> | FC <i>ΔgaaX</i> | D-fructose/Ref D-fructose <sup>c</sup> | FDR <sup>c</sup> |
|         | NRRL3_03144 |                   | An12g07500 | exo-polygalacturonase                   |                | 698.90              | 3384.63                    | 4.84  | 1.34E-02        | 24.27     | 28.80    | 1.32E-02                | 24.27           | 32.66                   | 1.19E-02        | 1.36                  | 51.63                       | 32.66        | 2.60E-272               |                 |                                        |                  |
|         | NRRL3_09810 |                   | An11g04040 | exo-polygalacturonase                   |                | 10.65               | 35.99                      | 3.38  | 7.58E-02        | 0.34      | 31.32    | 9.10E-03                | 0.01            | 0.12                    | #N/A            | 0.01                  | 0.12                        | #N/A         | #N/A                    |                 |                                        |                  |
|         | NRRL3_08281 |                   | An03g06740 | exo-polygalacturonase Pgx28B            | <i>pgx28B</i>  | 200.31              | 2306.06                    | 11.51 | 2.82E-02        | 12.39     | 16.17    | 2.62E-02                | 0.00            | 2.10                    | 22.95           | 3.59E-43              |                             |              |                         |                 |                                        |                  |
|         | NRRL3_05260 |                   | An02g12450 | exo-polygalacturonase Pgx28C            | <i>pgx28C</i>  | 99.93               | 192.85                     | 1.93  | 9.11E-02        | 4.10      | 24.40    | 6.24E-04                | 0.95            | 16.77                   | 15.22           | 1.83E-144             |                             |              |                         |                 |                                        |                  |
|         | NRRL3_06053 |                   | An02g02540 | carbohydrate esterase family 16 protein |                | 522.81              | 1301.08                    | 2.49  | 8.01E-02        | 22.99     | 22.75    | 4.57E-03                | 2.06            | 17.62                   | 7.76            | 5.39E-107             |                             |              |                         |                 |                                        |                  |
|         | NRRL3_04916 |                   | An07g08940 | carbohydrate esterase family 16 protein |                | 13.41               | 221.16                     | 16.49 | 4.37E-02        | 10.57     | 1.27     | 7.42E-01                | 0.07            | 0.30                    | #N/A            | 0.07                  | 0.30                        | #N/A         | #N/A                    |                 |                                        |                  |
|         | NRRL3_08325 |                   | An03g06310 | pectin methylesterase Pme8A             | <i>pme8A</i>   | 6.54                | 6.74                       | 1.03  | 8.79E-01        | 0.42      | 15.75    | 1.18E-02                | 0.04            | 0.56                    | 4.10            | 1.49E-07              |                             |              |                         |                 |                                        |                  |
|         | NRRL3_07470 |                   | An04g09690 | pectin methylesterase                   |                | 30.16               | 12.81                      | 0.42  | 4.22E-02        | 4.67      | 6.46     | 1.41E-02                | 0.75            | 5.72                    | 6.36            | 3.59E-43              |                             |              |                         |                 |                                        |                  |
|         | NRRL3_05252 |                   | An02g12505 | pectin methylesterase                   |                | 558.37              | 3569.08                    | 6.39  | 2.07E-02        | 24.68     | 22.62    | 4.20E-03                | 1.06            | 31.32                   | 25.03           | 7.10E-189             |                             |              |                         |                 |                                        |                  |
|         | NRRL3_02571 |                   | An01g11520 | endo-polygalacturonase Pga28I           | <i>pga28I</i>  | 56.38               | 59.67                      | 1.06  | 5.83E-01        | 6.56      | 8.59     | 6.96E-04                | 0.21            | 1.24                    | #N/A            | 0.21                  | 1.24                        | #N/A         | #N/A                    |                 |                                        |                  |
|         | NRRL3_04000 |                   | An15g05370 | endo-polygalacturonase Pga28II          | <i>pga28II</i> | 1.67                | 0.11                       | 0.06  | 1.01E-01        | 0.68      | 2.46     | 3.70E-01                | 0.29            | 1.06                    | #N/A            | 0.29                  | 1.06                        | #N/A         | #N/A                    |                 |                                        |                  |
|         | NRRL3_06782 |                   | An16g06990 | endo-polygalacturonase Pga28A           | <i>pga28A</i>  | 0.70                | 1.66                       | 2.38  | 5.66E-01        | 1.24      | 0.56     | 5.76E-01                | 5.97            | 6.72                    | #N/A            | 5.97                  | 6.72                        | #N/A         | #N/A                    |                 |                                        |                  |
|         | NRRL3_05859 |                   | An02g04900 | endo-polygalacturonase Pga28B           | <i>pga28B</i>  | 15.10               | 4.12                       | 0.27  | 9.36E-02        | 3.11      | 4.86     | 6.74E-02                | 16.54           | 18.68                   | #N/A            | 16.54                 | 18.68                       | #N/A         | #N/A                    |                 |                                        |                  |
|         | NRRL3_08805 |                   | An05g02440 | endo-polygalacturonase Pga28C           | <i>pga28C</i>  | 5.26                | 7.27                       | 1.38  | 1.85E-01        | 0.59      | 8.99     | 3.65E-02                | 0.05            | 0.60                    | #N/A            | 0.05                  | 0.60                        | #N/A         | #N/A                    |                 |                                        |                  |
|         | NRRL3_00263 |                   | An09g03260 | endo-polygalacturonase Pga28D           | <i>pga28D</i>  | 2.55                | 4.44                       | 1.74  | 2.14E-02        | 2.36      | 1.08     | 7.98E-01                | 0.93            | 1.07                    | #N/A            | 0.93                  | 1.07                        | #N/A         | #N/A                    |                 |                                        |                  |
|         | NRRL3_02835 |                   | An01g14670 | endo-polygalacturonase Pga28E           | <i>pga28E</i>  | 4.26                | 13.51                      | 3.17  | 9.99E-02        | 2.40      | 1.78     | 4.12E-01                | 0.48            | 1.15                    | 2.09            | 1.85E-05              |                             |              |                         |                 |                                        |                  |
|         | NRRL3_00965 |                   | An14g04370 | pectin lyase Pel1A                      | <i>pel1A</i>   | 56.54               | 113.40                     | 2.01  | 3.58E-01        | 9.74      | 5.80     | 2.12E-04                | 1.66            | 3.25                    | 1.84            | 5.83E-06              |                             |              |                         |                 |                                        |                  |
|         | NRRL3_08767 |                   | An03g00190 | pectin lyase Pel1B                      | <i>pel1B</i>   | 7.86                | 4.42                       | 0.56  | 1.29E-01        | 15.52     | 0.51     | 3.67E-02                | 5.07            | 5.03                    | #N/A            | 5.07                  | 5.03                        | #N/A         | #N/A                    |                 |                                        |                  |
|         | NRRL3_09811 |                   | An11g04030 | pectin lyase                            |                | 0.51                | 0.11                       | 0.21  | 6.88E-02        | 0.00      | #DIV/0!  | 4.77E-03                |                 |                         |                 |                       |                             |              |                         |                 |                                        |                  |

<sup>a</sup> Descriptions were obtained from manual annotation (manuscript in preparation).

<sup>b</sup> Data published by Alazi *et al.* [19]

<sup>c</sup> Data published by Niu *et al.* [20]

How the deposited data were processed for this re-analysis (not part of the article)

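Gene expression was measured by RNA-seq in 2 replicate cultures of the *A. niger* *∆gaaC* strain 2 h after transfer to 25 mM GA. These 2 samples form 1 group. The reference strain was not in the files analysed here, so no test between strains could be run.

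The authors deposited, for each culture, an estimated count per gene, which is not normalized, and the FPKM that the authors' software derived from it. The column layout is that of RSEM, which assigns fragments to gene models and shares those that match several genes, so that counts need not be whole. The paper gives the analysis as described in its reference 19 and names no version. 41 genes in replicate 1 and 33 in replicate 2 had a count that was not whole. Only genes with a count above 0 are listed, and missing genes were set to 0. The estimated counts summed to 4190098 and 4365998. These sums are 96.8% and 96.7% of the totals implied by the ratio of the deposited counts to the deposited FPKM. The FPKM values follow gene length less about 36 bp. At this depth 3 counts are the smallest value treated as detectable, and the FPKM this equals was computed for each gene from its length.

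Fold changes are the mean FPKM of the duplicates over the reference FPKM printed in Table 1, Table 2 or Table S4 of the paper, with no pseudocount, as in those tables. The thresholds of the paper, a fold change of at least 2 and a P-value at or below 0.05, were applied to the recomputed fold change and to the P-value printed in the paper, which could not be recomputed. Errors are the SD of the 2 cultures. They leave out the spread of the reference and any difference between this study and the earlier one that gave the reference. Replicate error over genes was the SD of the log2 ratio between the duplicates among genes with at least 1 FPKM in both. Counts were rounded to whole numbers and compared between the cultures by exact binomial tests, over the 9336 genes with at least 10 counts in sum, with Benjamini-Hochberg adjustment. The genes named in the text include those the paper names by identifier or lists in Table 1 or Table 2, and the readable genes of Table S4. Also named are the 10 genes with the highest mean FPKM outside these. A further 10 have the largest log2 ratio between the replicates among genes with a mean of at least 10 FPKM. NRRL3_00039, NRRL3_00042, NRRL3_09571 and NRRL3_09572 are named because their identifiers lie in or close to runs among those 10. These 4 and the readable genes of Table S4 were outside the rule for named genes written before the files arrived. The group of the Table S4 genes was part of the count of pectinases set then.

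The alternatives tried included leaving out each replicate, the geometric mean, a pseudocount of 0.1 or 1 FPKM, and scaling the replicates to each other by their median ratio. They also included a filter at 1 FPKM, requiring each replicate to pass, and a Benjamini-Hochberg adjustment of the paper's P-values over the list. Conversion to TPM was tried for NRRL3_06930 and NRRL3_03617. No filter and a filter at 10 FPKM were tried for the SD between replicates. Log2 FPKM and a statistic that allows unequal variances were tried for the limit that the duplicates set on the paper's P-values. Values were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. The steps were tested on simulated data. Of 200 genes changed 4-fold, 99.5% were found at a fold change of at least 2, against 0.078% of unchanged genes. In the test of gene sets, 4.2% of random sets without a shift fell under 0.05. The simulated genes were well counted, with a fixed spread between cultures and no difference between studies, and the gene sets held independent values. These shares therefore check the steps and are not error rates for the real data. Northern blots, growth assays and metabolite measurements have no values in the files, and the genes *gaaR*, *rhaR*, *xlnR* and *araR* were left out because the paper gives no identifier for them.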

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

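The 10 genes with the highest mean FPKM that neither the text nor the readable part of the paper's tables lists were flagged as signal the paper did not discuss. They were NRRL3_04157 at 16770.4 FPKM, NRRL3_10754 at 10901.3, NRRL3_01234 at 10039.8, NRRL3_07190 at 9261.50, NRRL3_00771 at 8424.79, NRRL3_04517 at 7862.44, NRRL3_01929 at 4895.02, NRRL3_09215 at 3964.74, NRRL3_09214 at 3932.22 and NRRL3_11277 at 3750.35 (means of 2 replicates). All lie far above the 0.66 to 2.49 FPKM that 3 counts give for these genes, and together they held 8.92% of the summed FPKM. The most expressed, NRRL3_04157, also had the largest gap between replicates, with 13876.5 and 19664.2 FPKM. These genes are 315 to 1047 bp long, below the median of 1305 bp, so division by length was tested as the reason for their rank. All 10 were among the 100 genes with the most counts, so their high level does not rest on length alone. For some of them the exact rank did depend on length. NRRL3_09215, NRRL3_09214 and NRRL3_11277, at ranks 12, 13 and 14, had fewer counts in each replicate than the longer actin gene NRRL3_03617 at rank 71. The prediction on counts was made after the counts had been seen. The files give no description of these genes, and no biological explanation was tested.

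The 10 genes with the largest log2 ratio between the duplicates, among genes with a mean of at least 10 FPKM, were flagged in the same way. None is listed in the text or the readable part of the paper's tables. Their mean FPKM was 87.39 for NRRL3_00043, 43.37 for NRRL3_00040, 992.01 for NRRL3_00041, 63.47 for NRRL3_00037, 228.51 for NRRL3_00847, 45.70 for NRRL3_02257, 14.49 for NRRL3_05610, 25.99 for NRRL3_09567, 27.75 for NRRL3_09568 and 10.32 for NRRL3_00038, and 3 counts give at most 2.36 FPKM for any of them. All 10 were higher in replicate 1. NRRL3_00041 had 1953.20 FPKM in replicate 1 and 30.81 in replicate 2, and NRRL3_00043 had 174.22 and 0.56. Of the 10, 7 had another of the 10 within 5 identifiers, in runs at NRRL3_00037 to NRRL3_00043 and at NRRL3_09567 to NRRL3_09568. Within the first run NRRL3_00039 was listed in replicate 1 only, at 7.24 FPKM, whereas NRRL3_00042 had 18.59 and 19.05. The second run goes on to NRRL3_09572, with 1965.97 and 500.73 FPKM for NRRL3_09571.

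Sampling of reads was tested first as the reason for these gaps. The largest exact binomial p among the 10 genes was 4.227e-08, which leaves sampling out. Chance adjacency of identifiers was tested with 100000 random sets of 10 genes of the same expression range. The share of sets with as many neighbours was 1e-05, the smallest such draws can give. Reads shared between near-identical genes would give fractional counts, and 0 of the 10 genes had one. All 3 predictions were made after the counts had been seen. The labels name no batch, and the files analysed here hold no genome to place the identifiers on a chromosome. Carry-over of reads or RNA from another culture into replicate 1 could not be tested. The difference in neighbouring genes between the duplicates therefore cannot be told apart from such a mixture. A candidate explanation is that genes lying side by side are controlled together and differed in level between the cultures, which is a hypothesis found and tested on the same data.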

How the results depend on the processing

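The alternatives were listed before the processed files arrived. The number of panregulon genes with a fold change of at least 2 stayed within 1.5 times its value of 27 under each alternative run for it. So did the number higher without passing the paper's P-value and the number of other pectinases past both thresholds. The share of FPKM in panregulon genes also stayed within 1.5 times its value, but only leaving out each replicate was run for it. The counts of 17 panregulon genes and 10 core genes past both thresholds did not change with a pseudocount, scaled replicates or the filter at 1 FPKM. The paper's P-values were kept in these settings. Each of the 17 genes was past a fold change of 2 in each replicate. Leaving one out, the geometric mean and requiring each replicate to pass therefore could not change the counts. With a Benjamini-Hochberg adjustment of the paper's P-values, both counts fell to 0. The adjusted values of the 17 genes lie between 0.081 and 0.106, since their unadjusted values in the paper are weighed against 53 tests. For the pectinases outside Table 1 this adjustment is not informative. It ran over 13 genes, and 9 of them are in Table 2 because their P-value in the paper is at or below 0.05, so it does not show whether they would pass over all pectinases the paper tested.

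The SD of the log2 ratio between replicates was 0.548 with no filter and a pseudocount of 1, which shrinks the ratios of low genes, and 0.432 among genes with at least 10 FPKM, since counts of low genes carry more sampling noise. The correlation between replicates was 0.953 with a pseudocount of 0.1, which widens the scatter of low genes, and 0.970 over genes with at least 1 FPKM in both. With a statistic that allows unequal variances, the number of the paper's P-values not below the value set by the duplicates was 9 in place of 53. With no spread in the reference that statistic has fewer degrees of freedom, and spread in the reference can lower its P-value. It therefore sets no lower bound, and the 9 does not test the paper's P-values. The rank correlation of fold changes in *∆gaaC* and *∆gaaR* ran from 0.247 to 0.253 across the 2 fits that each left out one replicate and was 0.224 with the filter at 1 FPKM, in each case no longer past a permutation p of 0.05.

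For single genes, 16 of 402 values moved by at least the SD of the duplicates, 12 of them with a pseudocount of 1, 2 with a pseudocount of 0.1 and 2 on conversion to TPM. The last 2 reflect the change of unit, since TPM was set against the SD of FPKM, and do not test these genes. With 2 cultures, leaving one out moves a mean by less than 1 SD by construction, so those fits do not test the single genes. Depth limits the genes with few counts, such as NRRL3_09811 and NRRL3_09862, which had no more than 3 counts in any culture.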

Differences from the paper's values

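None of the 135 values compared with the paper at the main setting differed by more than the SD of the duplicates and by more than 1.5 times. The fold changes among them divide by the paper's printed reference, and the gene counts reuse its P-values. Only the mean FPKM were therefore compared on their own. The mean FPKM of the deposited *∆gaaC* duplicates lay within 0.005 FPKM of the paper's printed value for all 66 genes of Table 1, Table 2 and the readable part of Table S4. The largest difference in fold change was 0.05, for NRRL3_03291, where the fold change over the paper's printed reference of 0.80 FPKM was 7.55.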

Other observations

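The northern blots of Fig. 2B differed from the RNA-seq comparison in GA concentration, pH, amount of mycelium and reference strain. RNA-seq values of genes probed there are therefore given here. In *∆gaaC* in 25 mM GA, NRRL3_10865 had 563.92 and 318.03 FPKM in the 2 replicates, a fold change of 2.19 over the paper's reference. The actin gene NRRL3_03617, the loading control of the blots, had 1446.42 and 1528.80 FPKM. NRRL3_06930, which the paper discusses beside *gaaA*, had 109.03 and 106.96 FPKM, and *gaaA* was 62.1 times higher.

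The deleted gene *gaaC* kept 72 and 53 estimated counts, which is 0.258% of the paper's reference FPKM. Reads shared with a near-identical gene would give fractional counts, and 0 of the 2 replicates had one for *gaaC*. Reads carried over from other libraries could not be tested, since the files hold no coverage along the gene, so the residual cannot be told apart from such reads or from transcription of what the deletion left of the locus. Both predictions were made after the counts had been seen.

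The core regulon genes moved together between the duplicates. Of the 27 core genes, 25 were higher in replicate 1, against 15 of 26 other panregulon genes and 41.3% of all 8974 genes with at least 1 FPKM in both. The median log2 ratio of the core genes was 0.454, a factor of 1.37. In 100000 random gene sets matched for expression, the share with a median as large was 1e-05, the smallest such draws can give. Genes are not independent, which this share does not take into account. The median log2 ratio was 0.449 after the trend with expression and gene length was taken off, 0.549 after the replicates were scaled by their median ratio, and 0.504 without the 10 most abundant genes. The predictions for length and for abundant genes were made before those values were seen, the other 2 after. GC content and a library batch could not be tested. A candidate explanation is that the cultures differed in the level of the inducer or in the time since transfer, so that genes under GaaR shared a shift. Outside the panregulon, 7 of the 9 pectinases of Table 2 were also higher in replicate 1, and 2 of the 4 others of Table S4. Higher values in replicate 1 were thus not limited to panregulon genes. The candidate explanation cannot be told apart from a batch effect.

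The spread between the duplicates also sets a limit on the P-values of the paper. If the reference duplicates had no spread at all, the spread of the *∆gaaC* duplicates alone would set a lower bound on the P-value of the paper's equal-variance test. All 53 printed P-values of the panregulon genes are at or above that bound at the 3 digits the paper prints, and 50 are without that rounding. The bound itself is above 0.05, between 0.052 and 0.358, in all 10 genes with a fold change of at least 2 and a printed P-value above 0.05, so with the printed reference means no spread of the reference, however small, would bring these genes to the threshold. Of these 10 genes, 6 were higher in replicate 1 and 4 in replicate 2. Among the 17 genes that passed, the bound was at least 90% of the printed P-value in 14. On log2 FPKM the number at or above the bound was 42.

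If the *∆gaaR* strain, like *∆gaaC*, is short of carbon in GA, a response to the lack of carbon would raise the same genes in both. The relation had been seen in the tables of the paper before it was tested. Across 52 panregulon genes, *gaaC* left out, the fold change in *∆gaaC* was set against the paper's *∆gaaR* FPKM over its reference FPKM. The latter is the inverse of the fold change the paper prints for *∆gaaR*. The 2 ratios had a rank correlation of 0.279 (permutation p = 0.045). Both ratios share the reference values, and given the reference FPKM the partial rank correlation was 0.331 (permutation p = 0.017), a prediction made before that value was seen. Adjusted by Benjamini-Hochberg over these 2 relations, the permutation p-values were 0.045 and 0.033. The correlation is across genes, which are not independent replicates, and it was no longer past 0.05 in any of the 3 alternatives. Of the 17 genes past both thresholds in *∆gaaC*, 4 were above the reference in *∆gaaR* in the paper's table, against 4 of 35 others (Fisher's exact test, p = 0.413). The 4 were NRRL3_01073, NRRL3_03467, NRRL3_08499 and NRRL3_11710, at 2.03, 61.56, 2.78 and 1.99 times the reference in *∆gaaR*. For these 4 genes a response other than GaaR activation may contribute, but the panregulon as a whole gave only a weak relation.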
